# Structure of the TXNL1-bound proteasome

**DOI:** 10.1038/s41594-025-01639-w

**Published:** 2025-08-06

**Authors:** Jingjing Gao, Christopher Nardone, Matthew C. J. Yip, Haruka Chino, Xin Gu, Zachary Mirman, Michael J. Rale, Joao A. Paulo, Stephen J. Elledge, Sichen Shao

**Keywords:** Cryoelectron microscopy, Proteasome, Proteasome

## Abstract

Proteasomes degrade diverse proteins in different cellular contexts through incompletely defined regulatory mechanisms. Here we report the cryo-EM structure of human thioredoxin-like protein 1 (TXNL1) bound to the 19S regulatory particle of proteasomes via interactions with PSMD1 (Rpn2), PSMD4 (Rpn10) and PSMD14 (Rpn11). Proteasome binding is necessary for the ubiquitin-independent degradation of TXNL1 upon cellular exposure to metal- or metalloid-containing oxidative agents, thereby establishing a structural requirement for the stress-induced degradation of TXNL1.

## Abstract (web summary)

Gao, Nardone et al. report the cryo-EM structure of human TXNL1 bound to the proteasome and reveal interactions required for the stress-induced degradation of TXNL1, an abundant protein that may regulate proteasomal activity.

## Main

Proteasomes are the primary protein degradation machinery in eukaryotes and comprise a 20S core particle harboring proteases capped by one or two 19S regulatory particles (RPs)^1^. Conventionally, proteasomes degrade poly-ubiquitylated proteins that are recruited by ubiquitin receptors on the 19S RP: PSMD2 (Rpn1), PSMD4 (Rpn10) and ADRM1 (Rpn13)^2–5^. These substrates are then unfolded by translocating through the AAA-ATPase motor at the base of the 19S RP before entering the core particle for proteolysis^1,6,7^. Successful proteasomal degradation also involves PSMD14 (Rpn11), an essential zinc metalloprotease on the 19S RP that deubiquitylates substrates to promote their efficient translocation^8–10^.

Some proteins can undergo proteasomal degradation without a requirement for ubiquitylation^11–15^. For example, the proteasomal adapter midnolin directly captures specific nuclear proteins to promote their degradation^12,13^. It is unclear whether and how other proteins engage proteasomes for ubiquitin-independent degradation. In this study, we report the cryo-EM structure of the human proteasome bound to thioredoxin-like protein 1 (TXNL1), a conserved thioreductase that interacts stably with proteasomes and, in *Schizosaccharomyces pombe*, shows genetic interactions with proteasome regulators^16–18^. Our structure reveals key binding interfaces between TXNL1 and proteasomal subunits required for the ubiquitin-independent degradation of TXNL1 upon cellular exposure to certain compounds that cause oxidative stress. Our findings identify the molecular interactions required for the stress-induced degradation of an abundant protein that may regulate proteasomal activity^18^.

## Results and discussion

### Cryo-EM structure of the TXNL1-bound proteasome

We determined the structure of the TXNL1-bound proteasome to an overall resolution of 3.0–3.3 Å from cryo-EM datasets of affinity-purified midnolin–proteasome complexes (Fig. 1a, Table 1 and Extended Data Figs. 1 and 2). In addition to revealing the structures of midnolin-bound proteasomes described elsewhere^19^, three-dimensional (3D) classifications revealed a subset of particles contributing to reconstructions of the proteasome or 19S RP with a well-resolved density that has not been previously reported (Fig. 1a and Extended Data Figs. 1 and 2). We identified this protein as TXNL1 based on amino acid sequences assigned to the density by ModelAngelo^20^.

**Fig. 1:**
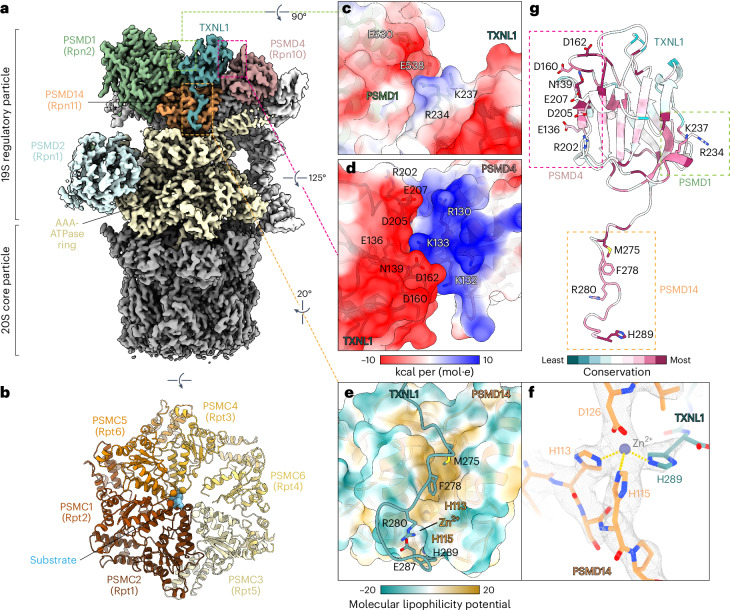
Structure of TXNL1 bound to the proteasome. **a**, Cryo-EM map of TXNL1 on the proteasome. **b**, Model of the AAA-ATPase ring with density corresponding to a translocating substrate (light blue), viewed from above the substrate entry site. **c**,**d**, TXNL1 binding to PSMD1 (**c**) and PSMD14 (**d**) occurs through electrostatic interactions. **e**, The C-terminal tail of TXNL1 interacts with PSMD14 through hydrophobic interactions. **f**, H289 of TXNL1 coordinates the catalytic zinc ion associated with PSMD14. **g**, Proteasome-interacting domain of TXNL1 colored by conservation with residues at proteasomal interfaces labeled.

**Table 1:** Cryo-EM data collection, refinement and validation statistics

	TXNL1 + proteasome PDB 9BW4, EMD-44952	TXNL1 + proteasome (local refinement) EMD-44949
**Data collection and processing**		
Magnification	105,000	105,000
Voltage (kV)	300	300
Electron exposure (*e*^−^/Å^2^)	50 to 54	50 to 54
Defocus range (μm)	−0.8 to −2.2	−0.8 to −2.2
Pixel size (Å)	0.825	0.825
Symmetry imposed	*C*_1_	*C*_1_
Initial particle images (no.)	1,765,798	1,765,798
Final particle images (no.)	103,163	103,163
Map resolution (Å)	3.3	3.0
FSC threshold	0.143	0.143
Map resolution range (Å)	2.9 to 51.6	2.5 to 25.0
**Refinement**		
Initial model used (PDB code)	AlphaFold2, ModelAngelo	
Model resolution (Å)	3.8	
FSC threshold	0.5	
Model resolution range (Å)	3.8 to 82.8	
Map sharpening *B* factor (Å^2^)	−55.6	
Model composition		
Non-hydrogen atoms	90,418	
Protein residues	11,464	
Ligands	1 Zn^2+^	
	5 Mg^2+^	
	3 ATP	
	3 ADP	
*B* factors (Å^2^)		
Protein	80.37	
Ligand	75.31	
R.m.s. deviations		
Bond lengths (Å)	0.006	
Bond angles (°)	1.033	
**Validation**		
MolProbity score	2.33	
Clashscore	17.92	
Poor rotamers (%)	0.03	
Ramachandran plot		
Favored (%)	88.86	
Allowed (%)	11.06	
Disallowed (%)	0.08	

TXNL1 is an abundant (>1 µM)^21^, 32-kDa protein with an N-terminal thioredoxin domain and a C-terminal proteasome-interacting thioredoxin (PITH) domain^16–18^ (Extended Data Fig. 3a). In addition, native size fractionations revealed that a substantial proportion of endogenous TXNL1 co-migrated with proteasomes (Extended Data Fig. 3b). A high proteasomal occupancy may explain the presence of TXNL1-bound proteasomes in our cryo-EM datasets.

Although the thioredoxin domain of TXNL1 is not resolved in our map, we could model the entire PITH domain (residues 118–289) bound to PSMD1, a structural component of the 19S RP, the ubiquitin receptor PSMD4 and the deubiquitinase PSMD14. Below the TXNL1 binding site, the AAA-ATPase ring is in a state of active translocation, with a clear substrate polypeptide density that is likely an averaged mixture of endogenous proteasomal substrates and visible nucleotide density associated with each subunit (Fig. 1b and Extended Data Fig. 4a–d). The conformation of the AAA-ATPase is most similar to the human E_D2_ (root mean square (r.m.s.) deviation = 3.0 Å) or yeast 4D (r.m.s. deviation = 2.0 Å) proteasomal states^6,7^, with PSMC3 (Rpt5) at the top of the spiral AAA-ATPase configuration and PSMC6 (Rpt4) fully disengaged from the substrate (Extended Data Fig. 4b–d).

### TXNL1 interactions with proteasomal components

Electrostatic interactions facilitate TXNL1 binding to PSMD1 and PSMD4 (Fig. 1c,d). Residues involved in these interactions include R234 of TXNL1, which interacts with an acidic patch on PSMD1 (Fig. 1c), and E136 and D162 of TXNL1, which interact with a basic interface on PSMD4 (Fig. 1d). The C-terminal unstructured tail of TXNL1 engages a hydrophobic groove on PSMD14 (Fig. 1e) and extends into the PSMD14 active site, where H289, the C-terminal residue of TXNL1, coordinates zinc along with H113 and H115 of PSMD14 (Fig. 1f,g). These interactions are consistent with another structural study of TXNL1-bound proteasomes^22^, and the amino acids on TXNL1 that interact with proteasomal subunits, particularly H289, are highly conserved (Fig. 1g).

To validate the interaction interfaces observed in our structure, we performed coimmunoprecipitations from *TXNL1* knockout (KO) human embryonic kidney (HEK) 293T cells complemented with epitope-tagged TXNL1 variants (Fig. 2a). Wild-type (WT) TXNL1 associated with proteasomes, but the interaction was severely impaired by mutations to disrupt the interface with PSMD1 (R234D; lane 10), PSMD4 (E136R and D162R; lanes 3–6) or PSMD14 (lanes 11–14). With the exception of N139A TXNL1 (lane 4), we observed an inverse correlation between TXNL1 abundance and its ability to bind proteasomes, consistent with the previous observation that TXNL1 levels are increased upon proteasome inhibition^16^.

**Fig. 2:**
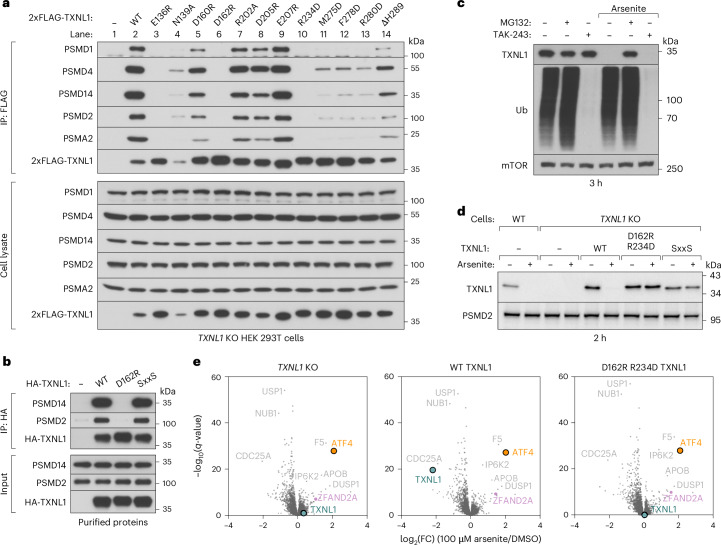
Proteasome binding is required for the stress-induced degradation of TXNL1. **a**, Immunoblotting of anti-FLAG IP (top) and input lysates (bottom) of *TXNL1* KO HEK 293T cells transfected with 2xFLAG-tagged TXNL1 variants, representative of three independent experiments. **b**, Immunoblotting of purified HA-tagged TXNL1 variants immunoprecipitated in the presence of purified proteasomes, representative of three independent experiments. **c**, TXNL1 degradation upon arsenite treatment is proteasome-dependent but ubiquitin-independent. Immunoblotting of HEK 293T cells treated without or with 100 µM arsenite, 10 µM MG132, a proteasome inhibitor or 1 µM TAK-243, an inhibitor of the E1 ubiquitin-activating enzyme, representative of three independent experiments. **d**, TXNL1 degradation upon arsenite exposure requires proteasome binding and thioreductase activity. Immunoblotting from WT or *TXNL1* KO HEK 293T cells stably complemented without or with WT and mutant versions of TXNL1 by lentiviral transduction, representative of three independent experiments. **e**, Volcano plots of showing the fold-change (log_2_(FC)) of protein levels upon treatment with arsenite for 3 h of *TXNL1* KO HEK 293T cells complemented without or with WT or D162R R234D TXNL1. mTOR, mammalian target of rapamycin; Ub, ubiquitin. Source data

These interfaces also match AlphaFold3 predictions of 19S RP subunits with TXNL1 and PITHD1, which has a PITH domain but no thioreductase activity (Extended Data Fig. 5a,b). Although PITHD1 isolated proteasomes less efficiently than TXNL1, immunoprecipitations confirmed that mutations in the conserved interaction interfaces reduced proteasome binding to below detection in this assay (Extended Data Fig. 5c). In addition, when bound to TXNL1, the ubiquitin-interacting Insert-1 region of PSMD14 does not assume the β-hairpin conformation used to position ubiquitin for cleavage^6,7,23^ (Extended Data Fig. 5d). PITHD1 also has an extended C-terminal tail that is predicted to engage PSMD14 with a β-hairpin Insert-1 region and then enter the central pore of the AAA-ATPase ring^24^ (Extended Data Fig. 5b,d). Interestingly, extending the C-terminal tail of TXNL1 past H289 or replacing the C-terminal tail of TXNL1 with that of PITHD1 was sufficient to destabilize the protein in a proteasome-dependent, but ubiquitin-independent, manner (Extended Data Fig. 5e,f) (discussed below).

Next, we validated TXNL1–proteasome interactions with purified components. Immunoprecipitations of purified HA-TXNL1 variants incubated with proteasomes from *TXNL1* KO HEK 293T cells confirmed that WT TXNL1 and a thioredoxin domain mutant (SxxS) isolated proteasomes, whereas D162R TXNL1, a proteasome binding-deficient mutant, did not (Fig. 2b and Extended Data Fig. 6a,b). TXNL1 binding to proteasomes was also impaired by preincubating proteasomes with 1,10-phenanthroline, a zinc chelator that inhibits PSMD14 deubiquitylation activity^8^, but not 1,7-phenanthroline, an inactive isomer (Extended Data Fig. 6c). This finding is consistent with our observation that H289 of TXNL1 coordinates the catalytic zinc of PSMD14 (Fig. 1f) and is important for proteasome engagement (Fig. 2a). However, unlike 1,10-phenanthroline, an excess of TXNL1 preincubated with purified proteasomes did not inhibit the in vitro deubiquitylation or degradation of a poly-ubiquitylated protein in an endpoint assay^25^ (Extended Data Fig. 6d).

### Arsenite-induced TXNL1 degradation requires proteasomal contacts

It has been reported that exposing cells to arsenite, a chemotherapeutic used to treat acute promyelocytic leukemia that causes oxidative stress, reduces TXNL1 protein levels^17,26^. We confirmed that TXNL1 is rapidly destabilized in cells treated with arsenite, but not hydrogen peroxide (Extended Data Fig. 7a,b). The proteasome inhibitor MG132 abrogated the arsenite-triggered degradation of TXNL1, but TAK-243, an inhibitor of the E1 ubiquitin-activating enzyme^27^, did not (Fig. 2c). Complementing *TXNL1* KO cells with TXNL1 variants showed efficient arsenite-induced degradation of WT TXNL1, but not of D162R R234D TXNL1 deficient in proteasome binding (Fig. 2d and Extended Data Fig. 7c). The SxxS thioredoxin mutant of TXNL1 also was not destabilized, even though it could still bind proteasomes, in the presence of arsenite (Fig. 2d and Extended Data Fig. 7c,d). We observed similar results using auranofin, a gold-containing oxidizing agent^28–30^, in place of arsenite (Extended Data Fig. 7e,f). These observations indicate that metal- or metalloid-containing oxidative agents trigger a cellular response leading to ubiquitin-independent degradation of TXNL1 that requires both the proteasome binding activity and catalytic cysteines of TXNL1.

To further investigate this response and the general role of TXNL1, we used multiplexed proteomics to analyze *TXNL1* KO cells complemented without or with WT or D162R R234D TXNL1 (Fig. 2e, Extended Data Fig. 8 and Supplementary Table 1). 

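RNA sequencing covered HEK293T cells, a human embryonic kidney cell line, in which *TXNL1* had been knocked out (KO) and which carried an empty vector or expressed WT, D162R R234D or SxxS TXNL1. Each of these 4 lines was left untreated or exposed for 6 h to 100 µM arsenite or 600 µM hydrogen peroxide. With 3 replicates per group, this gave 12 groups and 36 libraries. The sample labels describe the untreated cells as given the solvent DMSO and state no doses, which are the paper's.

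The authors aligned paired-end reads to the GRCh38 primary assembly and deposited the number of reads counted on each of 61587 genes, without normalization. Total counts per library ran from 42072410 to 174119002 with a median of 66016833. In untreated cells, totals ranged from 53581560 to 59983836 (median 58566342) for the vector line, from 42072410 to 65958385 (median 56855060) for WT, from 52442273 to 80658689 (median 66075281) for D162R R234D and from 61443139 to 78602699 (median 73082801) for SxxS. After hydrogen peroxide, they ranged from 46490964 to 52146237 (median 48170622), from 63351794 to 107763112 (median 83378129), from 53891546 to 78016309 (median 73655723) and from 52797705 to 101279754 (median 57838014) in the same order of lines. After arsenite, they ranged from 45758737 to 127848785 (median 114679200), from 42508758 to 174119002 (median 94479028), from 52383206 to 82661137 (median 80334293) and from 77839723 to 96230213 (median 81714884).

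As in the paper's methods, genes with fewer than 10 counts in total over the 3 untreated vector libraries were discarded, which left 22486 genes. The counts were scaled with edgeR's TMM factors and fitted with one mean per group, so that all 36 libraries shared one estimate of the spread. The biological coefficient of variation in this fit was 12.4%. Whether the authors' counting used the strand is not stated in the paper's text. Exons of 12807 of the tested genes (57.0%) overlap another gene in GENCODE release 44, and counts of these genes can include reads of their neighbours.

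Replicates of a group differed little except in a pair of WT libraries. Across 14040 genes, the SD of the log2 CPM (counts scaled by edgeR to a common library total) around the group median was 0.54 in WT arsenite replicate 1 and 0.61 in WT hydrogen peroxide replicate 2, against 0.07 to 0.18 in the other 34 libraries. Both were kept in all values unless stated, and they widen the shared spread.

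**Figure D1:**
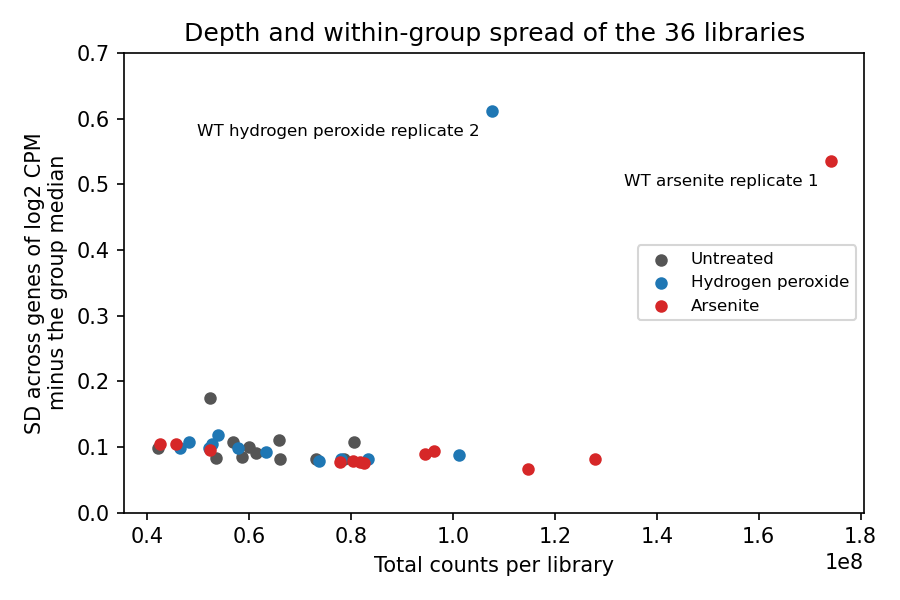
Total counts of each of the 36 libraries (x axis) against the SD across genes of its log2 CPM minus the median of its group of 3 (y axis), with points coloured by treatment. WT hydrogen peroxide replicate 2 at 0.61 and WT arsenite replicate 1 at 0.54 lie above the other 34 libraries, which reach at most 0.18.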

We also performed RNA sequencing of the same cell lines as well as *TXNL1* KO cells complemented with SxxS TXNL1 (Extended Data Fig. 9 and Supplementary Table 2). These datasets revealed that re-expressing any TXNL1 variant in KO cells minimally impacted the proteome and transcriptome (Extended Data Figs. 8 and 9a). 

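*TXNL1* itself (ENSG00000091164, chromosome 18 of GRCh38 from 56597209 to 56651600, minus strand) was examined first, as the gene that separates the lines. Its exons overlap a gene on the opposite strand in part. The deposited counts are per gene, so transcripts of the edited endogenous copies and of the complementing construct are summed. In untreated cells its level was 30.6 ± 1.77 CPM (SD, n = 3) in the vector line, 54.4 ± 3.15 CPM with WT, 62.9 ± 3.50 CPM with D162R R234D and 53.4 ± 1.65 CPM with SxxS TXNL1. Every complemented library lay above every vector library. Relative to the vector line, the log2 fold change was 0.83 for WT (standard error 0.06, adjusted p = 3.87e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.04 for D162R R234D (adjusted p = 1.27e-12) and 0.80 for SxxS (adjusted p = 8.23e-10).

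Few other transcripts differed in untreated cells. At an adjusted p under 0.05 in the same test, 44 genes differed between WT and vector cells, 5 higher and 39 lower with WT TXNL1. D162R R234D TXNL1 changed 6 genes (2 higher, 4 lower) and SxxS TXNL1 changed 4 (1 higher, 3 lower). An absolute log2 fold change of at least 1 was reached by 11, 4 and 2 of these genes, respectively. The number for WT rose to 673 without both outlying WT libraries, an alternative chosen after their spread had been seen. It fell to 5 without vector replicate 2. For D162R R234D and SxxS the number was 1 to 3 each without 1 of the 6 libraries compared. With only the groups compared in the fit, it was 466 for WT, 3 for D162R R234D and 220 for SxxS. Under arsenite, 299 genes differed from vector cells for WT, 5 for D162R R234D and 6 for SxxS. The WT arsenite group holds the outlying replicate 1.

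In untreated cells, *IGFBP2* and *LPL* passed the threshold for all 3 variants besides *TXNL1*. *IGFBP2* (chromosome 2, 216632828 to 216664436) fell from 19.3 ± 0.922 CPM in vector cells to 7.69 ± 1.31 with WT, 9.80 ± 1.89 with D162R R234D and 8.26 ± 0.908 with SxxS TXNL1 (SD, n = 3 each). Its log2 fold changes were -1.32, -0.98 and -1.23, with adjusted p-values of 0.000269, 0.0414 and 0.00217 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *LPL* (chromosome 8, 19901717 to 19967259) was low throughout, at 1.92 ± 0.118 CPM in vector cells and between 0.589 ± 0.141 and 0.877 ± 0.0593 CPM in the complemented lines. Over the alternatives, the adjusted p of *IGFBP2* reached 0.499 for D162R R234D and 0.059 for SxxS, and that of *LPL* 0.478 and 0.308, so these calls depend on the processing. For WT TXNL1 both genes stayed under 0.05.

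Lines that all re-express TXNL1 also differed from each other, by 8 genes between WT and D162R R234D, 31 between WT and SxxS and 3 between D162R R234D and SxxS. These numbers depend on single libraries and on the processing. The 8 ran from 3 to 31 over the fits without 1 of the 6 libraries compared. The 31 fell to 0 without WT replicate 2 or 3 or SxxS replicate 2 (947, 1230 and 1105 genes with an unadjusted p under 0.05), to 7 with an offset for GC content and, in an alternative chosen after the data had been seen, to 1 among genes without exon overlap. The 3 fell to 0 without any one of the 6 libraries (627 to 944 genes with an unadjusted p under 0.05). Without both outlying WT libraries the numbers rose to 861, 432 and 56.

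**Figure D2:**
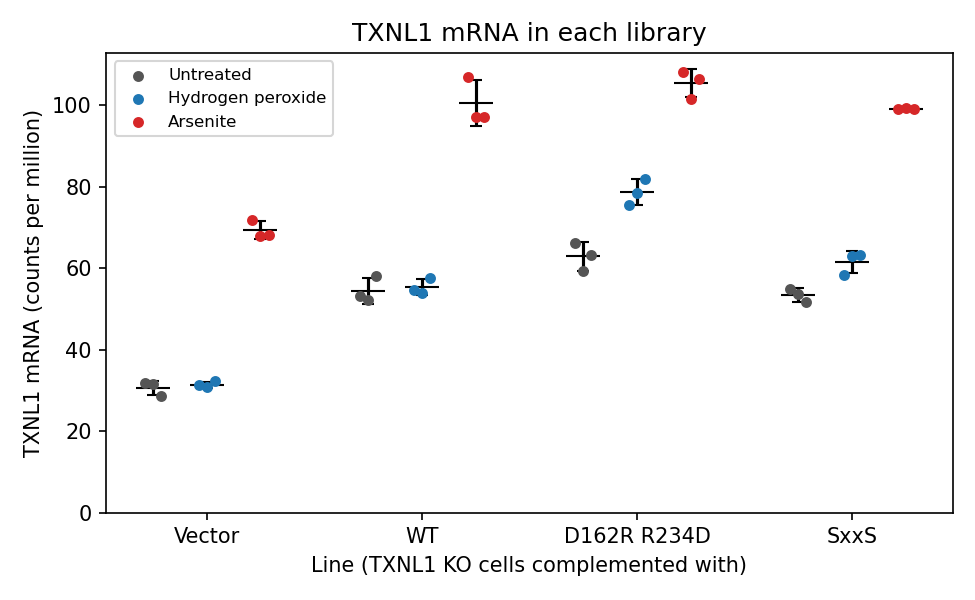
TXNL1 mRNA in CPM (y axis) in each library of the 4 lines (x axis), coloured by treatment, with the mean as a horizontal line and the SD of 3 replicates as error bars. Untreated vector cells average 30.6 CPM and lie below all untreated complemented libraries.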

Supporting our immunoblotting results, arsenite treatment selectively destabilized WT, but not D162R R234D TXNL1 protein levels and induced a dramatic transcriptional response and post-transcriptional upregulation of the stress-induced transcription factor ATF4 in all cell lines (Fig. 2e and Extended Data Fig. 9b). However, we did not observe specific differences in the arsenite-dependent upregulation or downregulation of any protein or transcript other than TXNL1 across the cell lines. Thus, elucidation of the purpose and impact of TXNL1 degradation in cellular physiology remains to be determined.

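The response to arsenite was measured within each line against its own untreated cells. At an adjusted p under 0.05 it changed 9763 of the tested genes in vector cells (4962 higher, 4801 lower), 12060 in WT (6458 higher, 5602 lower), 9898 in D162R R234D (5064 higher, 4834 lower) and 9803 in SxxS cells (4976 higher, 4827 lower). Without WT arsenite replicate 1, which leaves 2 arsenite libraries in that line, the number in WT cells was 9618. In every one of the 4 lines, 3356 genes were called higher and 3623 lower. Across 14170 genes, the log2 fold changes of 2 lines correlated with Pearson's r between 0.892 and 0.981, although genes are not independent replicates. Limiting the count to absolute log2 fold changes of at least 1 moved it most among the alternatives set before the data were examined, to between 2795 and 3330 genes per line.

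Among called genes that changed the same way in all 4 lines and had a mean of at least 100 normalized counts, the largest rise averaged over the lines was that of *HSPA6* (ENSG00000173110, chromosome 1, 161524540 to 161526894), from 1.36 ± 0.207 to 852 ± 37.4 CPM in vector cells (SD, n = 3 each), an averaged log2 fold change of 9.44 (standard error 0.24, adjusted p = 4.06e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *HSPA6* shares sequence with the pseudogene *HSPA7*, so reads can be split between them. *EGR1*, *FOS*, *GCM1* and *CASS4* followed with 8.58, 8.19, 7.44 and 4.91. The largest fall among them was that of *ID2* (-3.21), from 146.5 ± 2.99 to 16.2 ± 1.20 CPM in vector cells, followed by *GAS1* (-3.09), *MFSD5* (-3.06), *MED9* (-2.96) and *OTX1* (-2.89).

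*ATF4* (ENSG00000128272, chromosome 22 from 39519695 to 39522683, plus strand) had no exon overlap with another gene. Its mRNA was 538 ± 19.4 CPM in untreated and 694 ± 5.59 CPM in arsenite-treated vector cells (SD, n = 3 each). The corresponding levels were 522 ± 18.2 and 742 ± 161 CPM with WT, 573 ± 38.3 and 753 ± 16.3 CPM with D162R R234D, and 511 ± 12.6 and 647 ± 62.0 CPM with SxxS TXNL1. The log2 fold changes were 0.37, 0.51, 0.39 and 0.34, each with a standard error of 0.13, and the adjusted p-values were 0.0178, 0.00115, 0.0107 and 0.0267 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In WT cells the value was 0.32 without arsenite replicate 1, and in SxxS cells it was 0.26 without arsenite replicate 2, where the adjusted p was 0.143. The adjusted p also passed 0.05 without vector untreated replicate 3 (0.0616) in vector cells and without D162R R234D untreated replicate 1 (0.0515) in D162R R234D cells. In SxxS cells it did so without SxxS untreated replicate 1 (0.0568) or 3 (0.0757). In WT cells it was 0.0657 with only the groups compared in the fit. Of 12 ATF4 target genes listed before the data were examined, 11 rose and 1 fell with arsenite, both over all genes tested and adjusted over the list alone, with a median log2 fold change of 1.76. The paper states that ATF4 was upregulated post-transcriptionally, and cites protein levels after 3 h of arsenite beside RNA. The values here are mRNA at 6 h and were not set against protein levels, so they do not test that statement.

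**Figure D3:**
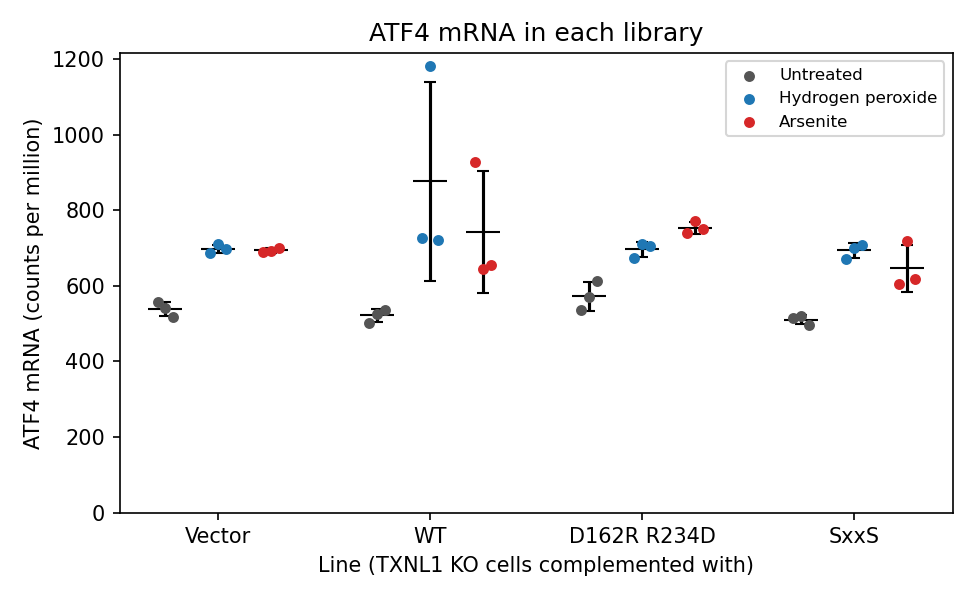
ATF4 mRNA in CPM (y axis) in each library of the 4 lines (x axis), coloured by treatment, with the mean as a horizontal line and the SD of 3 replicates as error bars. In vector cells the mean rises from 538 CPM untreated to 694 CPM with arsenite, and the SD in arsenite-treated WT cells is 161 CPM.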

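Whether the response to arsenite differed between lines was tested directly, as an interaction of line and treatment. Across the 4 lines, 0 of the tested genes passed an adjusted p of 0.05, and 1432 had an unadjusted p under 0.05. Between WT and vector cells, 0 genes passed and 1938 had an unadjusted p under 0.05. Between WT TXNL1, which arsenite destabilizes, and D162R R234D TXNL1, which it does not, 0 genes passed and 3603 had an unadjusted p under 0.05. With DESeq2's test in place of edgeR's, 18, 0 and 115 genes passed in these 3 tests (2121 with an unadjusted p under 0.05 between WT and vector cells). When both outlying WT libraries were left out, an alternative chosen after their spread had been seen, 46, 6 and 313 genes passed, respectively. Between WT and D162R R234D cells, 4 genes passed without WT arsenite replicate 1 alone. Without WT hydrogen peroxide replicate 2 alone, which takes no part in the comparison but widens the shared spread, 988 passed, in a fit that keeps WT arsenite replicate 1 among the libraries compared.

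*TXNL1* mRNA rose with arsenite in each line, from the untreated levels to 69.3 ± 2.19 CPM in vector cells, 100.5 ± 5.63 CPM with WT, 105.4 ± 3.43 CPM with D162R R234D and 99.2 ± 0.104 CPM with SxxS TXNL1 (SD, n = 3 each). The log2 fold changes within these lines were 1.18, 0.89, 0.75 and 0.89. The smaller values in complemented cells go with a higher untreated level. Over vector cells, the WT, D162R R234D and SxxS lines held 23.8, 32.2 and 22.8 more CPM untreated and 31.2, 36.1 and 29.8 more with arsenite. The difference in log2 fold change between WT and vector cells was -0.29 (standard error 0.08, unadjusted p = 0.00116, adjusted p = 0.546 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 4 lines, the test gave an unadjusted p of 0.000113 and an adjusted p of 0.493 for *TXNL1*. Over the alternatives this adjusted p ran from 0.00496 to 1.00, and it was under 0.05 with DESeq2's test (0.00908) and without both outlying WT libraries (0.00496). As it observed no specific differences in any protein or transcript other than TXNL1, the paper reasons that the purpose of TXNL1 degradation in cells remains to be determined.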

### Implications

Altogether, our study reveals specific interactions required for proteasome binding and the stress-induced degradation of TXNL1. We hypothesize that arsenite may react with the thioredoxin domain of TXNL1 and induce conformational changes, such as unfolding or a tighter interaction with a proteasomal substrate, that initiates the translocation and degradation of TXNL1 in proximity to the AAA-ATPase. This idea may be supported by our observation that simply extending the C-terminal of tail of TXNL1 toward the AAA-ATPase ring is sufficient to induce constitutive ubiquitin-independent degradation of TXNL1 (Extended Data Fig. 5d,e).

In addition, based on the high abundance of TXNL1, its thioreductase activity and its position above the entry to the AAA-ATPase motor of actively translocating proteasomes, it is tempting to speculate that TXNL1 normally functions to reduce oxidized substrate proteins to facilitate their degradation. In this model, TXNL1 may cooperate with deubiquitylation by PSMD14 to promote efficient substrate translocation, which may involve TXNL1 coming on and off the proteasome when substrate-conjugated ubiquitins engage PSMD14 for removal. Because putative substrates that require TXNL1 for degradation are probably heterogeneous and constitute only a small fraction of proteins in a typical cell, like many proteins regulated by quality control pathways, identifying them may be challenging. Future insights, facilitated by the molecular interactions reported here, will require discovering specific substrates, cell types or cellular conditions that are particularly reliant on TXNL1.

## Methods

### Cryo-electron microscopy sample preparation, data collection, image processing and model building

Plasmid DNA encoding epitope-tagged midnolin variants was transiently transfected into HEK 293T cells for immunoprecipitation. The affinity purifications were partitioned by size-exclusion chromatography (SEC) and the fractions corresponding to proteasomes were collected. Then 3.5 µl of 4 mg ml^−1^ proteasomal complexes was applied to glow-discharged R0.6/1 UltrAuFoil 300 mesh grids (Quantifoil) and frozen in liquid ethane using a Vitrobot Mark IV (Thermo Fisher Scientific) set at 4 °C and 100% humidity with a 10 s wait time, 3 s blot time and +8 blot force.

Datasets were collected using a Titan Krios (Thermo Fisher Scientific) operating at 300 kV and equipped with a BioQuantum K3 imaging filter with a 20 eV slit width and a K3 summit direct electron detector (Gatan) in counting mode at a nominal magnification of ×105,000 corresponding to a calibrated pixel size of 0.825 Å. Semi-automated data collection was performed using SerialEM v.4.0.5 for four datasets with the following parameters. Dataset 1: 2.597-s exposures were fractionated into 50 frames, resulting in a total exposure of 52.98 *e*^−^/Å^2^. The defocus targets were −1.0 to −2.2 µm. Dataset 2: 2.652-s exposures were fractionated into 48 frames, resulting in a total exposure of 50.54 *e*^−^/Å^2^. The defocus targets were −1.0 to −2.2 µm. Dataset 3: 2.65-s exposures were fractionated into 50 frames, resulting in a total exposure of 53 *e*^−^/Å^2^. The defocus targets were −1.0 to −2.2 µm. Dataset 4: 3.02-s exposures were fractionated into 54 frames, resulting in a total exposure of 53.79 *e*^−^/Å^2^. The defocus targets were −0.8 to −1.8 µm.

Data processing was performed in cryoSPARC v.4.3.1. After patch-based motion correction and contrast transfer function (CTF) estimation, micrographs with severe contamination or poor CTF fits were removed. Then 3,914 (Dataset 1), 3,396 (Dataset 2), 4,095 (Dataset 3) or 8,035 (Dataset 4) micrographs were subjected to automated particle picking using templates generated from blob-based picking. The particles were extracted with a box size of 800 and downsampled to a box size of 200. After two-dimensional classification, 380,637 (Dataset 1), 380,842 (Dataset 2), 285,529 (Dataset 3) and 658,210 (Dataset 4) particles were selected for heterogeneous refinement using multiple reference volumes generated by ab initio reconstruction. Particles in the best classes were subjected to homogeneous refinement with *C*_2_ symmetry, followed by symmetry expansion. Afterwards, all particles were re-centered on the 19S particle, extracted with a box size of 440 and downsampled to a box size of 220. Good 19S particles after two-dimensional classification were then subjected to heterogeneous refinements and 3D classification without alignment using a mask over the TXNL1 binding site based on initial observation of density in this region from heterogeneous refinements of Dataset 1 (Extended Data Fig. 1).

In total, 418,061 particles from the four datasets in classes with density corresponding to the TXNL1 were unbinned, local motion corrected, combined and subjected to nonuniform and an additional round of heterogeneous refinement. Classes corresponding to intact proteasomes were selected and subjected to nonuniform refinement and 3D classification with a mask focused on TXNL1. The 103,163 particles with clear TXNL1 density were used for final nonuniform and local refinements using the same mask. TXNL1 was identified by BLASTing the sequence assigned to this density by ModelAngelo^20^. An initial model for TXNL1–proteasome complex was generated primarily by rigid body fitting individual AlphaFold models^31^ of each proteasomal subunit and of TXNL1, in addition to cross-referencing the output from ModelAngelo. The model was manually adjusted in Coot^32^ v.0.9.8 in between iterative rounds of real space refinement in Phenix^33^ v.1.19.2. Figures were made using ChimeraX^34^ v.1.5–v.1.7.

### Expression plasmids

Human TXNL1 cDNA (complementary DNA) oligonucleotide, flanked with attB1 or attB2 sites, was synthesized by Integrated DNA Technologies (IDT) for Gateway cloning into pDONR221 via the BP reaction (Thermo Fisher Scientific, cat. no. 11789020). Mutations to the TXNL1 entry clone were introduced using the Q5 Site-Directed Mutagenesis kit (NEB, cat. no. E0554S). The PCR primers were designed using the NEBaseChanger program and synthesized by IDT. WT and mutant versions of TXNL1 were subcloned into a pHAGE CMV 2xFLAG-N destination vector for N-terminal tagging or a pHAGE CMV destination vector conferring puromycin resistance^13^ via LR reactions (Thermo Fisher Scientific, cat. no. 11791100).

The tail-extended TXNL1 variant appended the following C-terminal residues of PITHD1—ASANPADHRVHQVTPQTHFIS. The tail-replaced TXNL1 variant exchanged the TXNL1 tail sequence (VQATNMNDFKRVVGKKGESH) with the entire C-terminal tail of PITHD1—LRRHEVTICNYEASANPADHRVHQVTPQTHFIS.

HA-TXNL1 (WT, D162R, SxxS) were codon-optimized for expression in bacteria and synthesized by IDT to contain overhangs for Gibson assembly (NEB, cat. no. E2611S). A pET 6xHis-3C bacterial expression vector was obtained from the Dana-Farber Cancer Institute Crystallography core facility and was digested with BamHI and NotI before Gibson assembly of the synthetic oligonucleotides.

### Cell culture and cell line generation

HEK 293T cells (ATCC, CRL-3216, RRID:CVCL_0063) were incubated at 37 °C and 5% CO_2_ in DMEM (Thermo Fisher Scientific, cat. no. 11965118) supplemented with 100 units ml^−1^ of penicillin, 0.1 mg ml^−1^ of streptomycin (Thermo Fisher Scientific, cat. no. 15070063) and 10% fetal bovine serum (Cytiva, cat. no. SH30088.03). Cells were treated with 10 µM MG132 (Selleckchem, cat. no. S2619), 1 µM TAK-243 (MedChemExpress, cat. no. HY-100487), 100 µM arsenite (Sigma, cat. no. S7400), 5 µM auranofin (MedChemExpress, cat. no. HY-B1123) or 250 µM hydrogen peroxide (Sigma, cat. no. 216763) from stock solution in DMSO or water.

To knockout TXNL1, WT HEK 293T cells were transfected using PolyJet (SignaGen, cat. no. SL100688) with a lentiCRISPRv2 plasmid expressing a blue-fluorescent protein (BFP) and the guide RNA targeting TXNL1 (GAATGACCCTGGAAGCAATG). Five days post-transfection, BFP-positive cells were single-cell sorted into 96-well plates and grown out for 2 weeks. Isogenic clones were expanded and screened for TXNL1 KO.

To generate lentivirus, HEK 293T cells were cultured in six-well plates to 90% confluency. Using PolyJet, the cells were transfected with 1 µg of total plasmid DNA encoding Tat, Rev, Gag-Pol and VSV-G (mixed equimolar) and a lentiviral transfer vector. The media was replaced 1-day after transfection. The lentiviral supernatant was collected 2 days post-transfection, passed through a 0.45 µm filter, and applied directly onto cells.

### Antibodies

The following primary antibodies were used for immunoblotting, all at a 1:1,000 dilution: rabbit anti-PSMD14 (Cell Signaling Technology (CST), cat. no. 4197S, RRID:AB_11178935), rabbit anti-PSMD4 (CST, cat. no. 12441S, RRID:AB_2797916), mouse anti-PSMD1 (Santa Cruz, cat. no. sc-166038, RRID:AB_2172797), rabbit anti-PSMD2 (CST, cat. no. 25430, RRID:AB_2798903), rabbit anti-PSMA2 (CST, cat. no. 2455, RRID:AB_2171400), rabbit anti-PSMB5 (CST, cat. no. 12919, RRID:AB_2798061), rabbit anti-FLAG (CST, cat. no. 14793, RRID:AB_2572291), rabbit anti-HA (CST, cat. no. 3724S, RRID:AB_1549585), rabbit anti-mTOR (CST, cat. no. 2983, RRID:AB_2105622), rabbit anti-TXNL1 (Abcam, cat. no. ab188328, RRID:AB_2687563) and rabbit anti-ubiquitin (CST, cat. no. 43124S, RRID:AB_2799235). Secondary antibodies used at a 1:2,000 dilution were: anti-rabbit immunoglobulin G, horseradish peroxidase-linked (CST, cat. no. 7074, RRID:AB_2099233) or anti-mouse immunoglobulin G, horseradish peroxidase-linked (CST, cat. no. 7076S, RRID:AB_330924).

### Sucrose gradient ultracentrifugation

About 2 million HEK 293T cells were lysed in 50 µl of lysis buffer containing 0.5% CHAPS, 100 mM NaCl, 40 mM HEPES pH 7.4 and 1× protease-phosphatase inhibitor cocktail. Twenty microliters of clarified lysate supernatant was loaded onto a gradient containing five 40-µl steps of 30%, 25%, 20%, 15% and 10% sucrose in 100 mM NaCl and 40 mM HEPES pH 7.4 and subjected to ultracentrifugation at 55,000 rpm (258,719*g*) for 1 h using a TLS55 rotor. After centrifugation, 20-µl aliquots were diluted in Tris-Glycine sample buffer containing 10% 2-mercaptoethanol.

### Immunoprecipitations from cells

HEK 293T cells were seeded at 1 million cells in 10-cm culture dishes and transfected with 3 µg of DNA encoding 2xFLAG-TXNL1 variants using PolyJet 2 days post-seeding. The media was replaced with fresh media 1 day post-transfection and incubated overnight. The cells were rinsed once with ice-cold PBS and 700 µl of lysis buffer containing 0.5% CHAPS, 100 mM NaCl, 40 mM HEPES pH 7.4, 1× protease-phosphatase inhibitor cocktail (Thermo Fisher Scientific, cat. no. 78441) was applied directly to the dish. The cells were collected in Eppendorf tubes by scraping, and were incubated for 15 min at 4 °C with end-to-end rotation. The lysates were then centrifuged at 21,000*g* for 15 min at 4 °C. While centrifuging, 15 µl per plate of anti-FLAG magnetic beads (Sigma, cat. no. M8823, RRID:AB_2637089) were rinsed three times with the same lysis buffer. After centrifuging, 30 µl of lysate was diluted into 200 µl of Tris-Glycine SDS sample buffer (Thermo Fisher Scientific, cat. no. LC2676) supplemented with 10% 2-mercaptoethanol. The remaining supernatant was applied directly to the anti-FLAG beads and incubated end-to-end for 1 h at 4 °C. After incubation, the beads were rinsed three times with 700 µl of lysis buffer and resuspended in 50 µl of sample buffer. Proteins were eluted from the beads and denatured for 3 min at 95 °C. An aliquot of immunoprecipitate (IP) sample was diluted 1:20 in sample buffer to blot for the abundant bait protein. To perform immunoblotting, 15 µl of lysate, diluted IP or total IP was loaded into 15-well gels.

### Purification of recombinant HA-TXNL1

Rosetta (DE3) cells (Millipore, cat. no. 71397-3) were transformed with pET plasmids encoding 6xHis-3C-HA-TXNL1 (WT, D162R, SxxS) and grown overnight at 37 °C on plates containing kanamycin + chloramphenicol. Single colonies were then grown out in 50 ml of LB medium containing kanamycin + chloramphenicol overnight at 37 °C with 200 rpm shaking. The following day, the LB containing bacteria was transferred to 1 liter of fresh LB solution containing kanamycin + chloramphenicol and grown at 37 °C with 200 rpm shaking to an optical density of 0.6. The bacteria were kept at 4 °C for 10 min before supplementing the LB medium with 0.5 mM IPTG (Sigma, cat. no. I5502-10G) to induce TXNL1 expression. Cultures were incubated at 16 °C for 16 h with 200 rpm shaking.

The following day, the liquid cultures were transferred to 1-liter centrifuge bottles, and bacteria were pelleted by centrifuging at 4,000*g* for 15 min at 4 °C. The pellets were resuspended in 35 ml of buffer containing 50 mM HEPES pH 7.4, 150 mM NaCl and 10 mM imidazole (Sigma, cat. no. 68268-500ML-F). The bacteria were again pelleted by centrifugation and the supernatant was discarded. The bacteria were then resuspended in 35 ml of lysis buffer containing 50 mM HEPES pH 7.4, 150 mM NaCl, 10 mM imidazole, 1 mM DTT (Thermo Fisher Scientific, cat. no. R0862), benzonase (Millipore, cat. no. 71206-3) and protease inhibitor tablets (Sigma, cat. no. 11873580001). A microfluidizer (700 bar, 4 cycles, 20 ml min^−1^ flow rate) was then used to lyse cells. The lysate was centrifuged at 21,000*g* for 20 min at 4 °C. During the centrifugation, 4.8 ml of Ni-NTA agarose (Qiagen, cat. no. 30210) was rinsed three times using lysis buffer. Post-centrifugation, the supernatant was incubated with the washed Ni-NTA resin in 50-ml conical tubes for 30 min at 4 °C with end-to-end rotation. The solution was then passed through a column (Bio-Rad, cat. no. 7321010) to remove the liquid by gravity. The conical tubes and column were rinsed with 50 ml total volume of lysis buffer by gravity flow at 4 °C. Once rinsed, the proteins were eluted from the resin by sequentially incubating the resin with 500 µl of elution buffer containing 50 mM HEPES, 150 mM NaCl and 200 mM imidazole four times for 5 min at room temperature. Using a NanoDrop, the elutions were measured for absorbance at 280 nm to determine whether the protein eluted from the resin.

Elutions containing proteins were pooled and concentrated using an Amicon Ultra-15, 3 kDa MWCO (Millipore, cat. no. UFC9003). The concentrated sample was centrifuged for 1 min at 21,000*g* to remove large particles. A Superdex 200 was equilibrated using a buffer containing 50 mM HEPES, 150 mM NaCl and 1 mM DTT, and the concentrated sample was injected into a 0.5-ml injection loop. Fractions corresponding to TXNL1 were collected, pooled and concentrated using an Amicon Ultra-15, 3 kDa MWCO. Protein samples were flash-frozen using liquid nitrogen for storage at −80 °C.

### Purification of TXNL1-deficient proteasomes

*TXNL1* KO HEK 293T cells were seeded in fifty 15-cm plates at 3.5 million cells per plate and grown for 2 days. Cells were then transfected with 10 µg of plasmid DNA encoding 2xFLAG-midnolin per plate using PolyJet. The medium was replaced 1 day post-transfection and cells were incubated overnight. The cells were then rinsed once with ice-cold PBS before applying 1 ml of buffer containing 40 mM HEPES, 100 mM NaCl, 2 mM MgCl_2_, 5 mM ATP, 1× HALT protease-phosphatase inhibitor and 0.5% CHAPS to each 15-cm plate. The cells were collected by scraping and the lysate was incubated at 4 °C with end-to-end rotation for 20 min. The lysate was then centrifuged at 21,000*g* for 20 min at 4 °C. During centrifugation, 3.6 ml of anti-FLAG M2 agarose resin (Millipore, cat. no. A2220) was rinsed four times using lysis buffer. After centrifugation, the supernatant was incubated in a 50-ml conical tube containing the washed anti-FLAG resin with end-to-end rotation for 1.5 h at 4 °C. The solution was then passed through a column (Bio-Rad, cat. no. 7321010) by gravity at 4 °C. The conical tube and the column were rinsed with 50 ml of lysis buffer total by gravity flow at 4 °C. The column was also rinsed once with 20 ml of SEC buffer containing 40 mM HEPES, 100 mM NaCl, 2 mM MgCl, 5 mM ATP, 0.05% CHAPS at 4 °C.

The resin was then incubated with 1.8 ml of SEC buffer containing 0.5 mg ml^−1^ of 3xFLAG peptide (APExBIO, cat. no. A6001) for 20 min at room temperature. A total of four elutions were performed sequentially and the protein content in each elution was determined by obtaining the absorbance at 280 nm using a NanoDrop. The eluted proteins were pooled and concentrated to 500 µl using an Amicon Ultra-15, 10 kDa MWCO concentrator. The concentrated sample was centrifuged for 1 min at 21,000*g* to remove large particles. A Superose6 column was equilibrated using SEC buffer for SEC and the sample was manually injected into a 0.5-ml injection loop. Fractions corresponding to the proteasome were collected, pooled and concentrated using Amicon Ultra-15, 10 kDa MWCO. Protein samples were flash-frozen using liquid nitrogen for storage at −80 °C.

### Binding and degradation assays with purified components

To test TXNL1 binding to proteasomes in vitro, 1 µl of each TXNL1 protein (1.7 mg ml^−1^) was diluted in 199 µl of sample buffer, and 1 µl of proteasomes (3 mg ml^−1^) was diluted in 99 µl of sample buffer as input. Ten microliters of anti-HA beads (Thermo Fisher Scientific, cat. no. 88836, RRID:AB_2749815) per reaction were washed three times using 700 µl of CHAPS buffer (100 mM NaCl, 40 mM HEPES pH 7.4, 0.5 % CHAPS, 1× HALT protease-phosphatase inhibitor). After washing, the beads were resuspended in 700 µl of CHAPS buffer containing 4% BSA (40 mg ml^−1^). The beads were blocked for 1 h at 4 °C with end-to-end rotation. After blocking, the beads were washed three times using 700 µl of CHAPS buffer. The beads were resuspended in CHAPS buffer and 10 µl of beads were aliquoted into pre-lubricated Eppendorf tubes (Millipore, cat. no. CLS3207). HA-TXNL1 protein (15 µg per reaction) was added directly to the beads to a final volume of 500 µl in the CHAPS buffer. The beads were incubated for 1 h at 4 °C with end-to-end rotation to immobilize the TXNL1. The beads were then washed three times using 700 µl of CHAPS buffer and resuspended to 500 µl in CHAPS buffer. Four microliters of proteasomes (3 mg ml^−1^) were added to each reaction. For the chelator experiment, proteasomes were preincubated with 6 mM 1,10-phenanthroline (Sigma, cat. no. 516705) or 1,7-phenanthroline (Sigma, cat. no. 301841) for 30 min at room temperature before adding the mixture to the TXNL1-bound beads. The beads were incubated with end-to-end rotation for 1 h at 4 °C, and then washed three times using 700 µl of CHAPS buffer before being resuspended in 25 µl of Tris-Glycine sample buffer containing 10% 2-mercaptoethanol. Proteins were eluted from the beads by denaturing at 95 °C for 3 min.

To assay for protein degradation, 50 nM purified proteasomes were preincubated at room temperature for 30 min with a negative control buffer, 6 mM 1,10-phenanthroline, or 50 µM TXNL1 variants in 100 mM NaCl and 40 mM HEPES pH 7. Then, 50 nM poly-ubiquitinated substrate was added directly to the proteasome mixture along with 5 mM ATP (Sigma, cat. no. A2383) in a 10-µl reaction volume, incubated for 10 min at 37 °C, and quenched with 10 µl of Tris-Glycine sample buffer containing 10% 2-mercaptoethanol. Proteins were denatured at 95 °C for 3 min and 8 µl of sample was loaded into 4%–20% Tris-Glycine 15-well pre-cast gels (Thermo Fisher Scientific, cat. no. XP04205BOX). In-gel fluorescent images were acquired using an Odyssey LI-COR.

### Multiplexed mass spectrometry

Cells were washed twice with 1× PBS, harvested on ice using a cell scraper in 1× PBS, pelleted via centrifugation for 5 min at 1,000*g* at 4 °C, and washed with 1× PBS before resuspension in in 8 M urea (Sigma, cat. no. U5378), 50 mM NaCl, 50 mM EPPS (Sigma, cat. no. E9502) and 1× Protease Inhibitor Cocktail (Roche, cat. no. 4906845001). After 10 s of sonication, lysed cells were pelleted, and the protein concentration of the clarified sample was determined using a BCA kit (Thermo Fisher Scientific, cat. no. 23225). Then, 100 µg of each sample was incubated for 30 min at 37 °C with 5 mM TCEP (Gold Biotechnology) for disulfide bond reduction with subsequent alkylation with 20 mM iodoacetamide (Sigma, cat. no. I6125) for 20 min at room temperature followed by quenching with 15 mM DTT for 15 min under gentle shaking. MeOH-chloroform precipitation of samples was performed as follows: to each sample, four parts MeOH was added followed by vortexing, one part chloroform was added followed by vortexing, and finally three parts H_2_O was added. After vortexing, the suspension was centrifugated for 5 min at 14,000*g* and the aqueous phase around the protein precipitate was removed using a loading tip. The precipitate was washed twice with MeOH and resuspended in 200 mM EPPS (pH 8.0) (Sigma, cat. no. E9502) and digested with Trypsin/Lys-C (Promega, cat. no. V5073) digestion (1:100) at 37 °C overnight with gentle shaking.

One hundred and fifty microliters of digested samples were labeled by adding 10 µl of TMT reagent (Thermo Scientific, cat. no. A52045; stock: 20 mg ml^−1^ in acetonitrile (ACN), Millipore Sigma, cat. no. 34851) together with 50 µl of ACN to yield a final ACN concentration of approximately 25% (v/v) for 1 h at room temperature before quenching the reaction with hydroxylamine (Thermo Fisher Scientific, cat. no. 90115) to a final concentration of 0.2% (v/v). The TMTpro-labeled samples were pooled at a 1:1 ratio, resulting in a consistent peptide amount across all channels. Pooled samples were vacuum centrifuged for 1 h at room temperature to remove ACN, followed by reconstitution in 1% formic acid (FA), desalting using C18 solid-phase extraction (200 mg, Sep-Pak, Waters, cat. no. WAT054960) and vacuum centrifugation until near dryness. We fractionated the pooled, labeled peptide sample using basic pH reversed-phase HPLC^35^ and an Agilent 1260 pump equipped with a degasser and a UV detector (wavelength set at 220 and 280 nm). Peptides were subjected to a 50-min linear gradient from 5% to 35% ACN in 10 mM ammonium bicarbonate pH 8 at a flow rate of 0.6 ml min^−1^ over an Agilent 300Extend C18 column (3.5 μm particles, 4.6 mm internal diameter and 220 mm in length). The peptide mixture was fractionated into 96 fractions, which were consolidated into 24 super-fractions^36^, of which 12 nonadjacent fractions were analyzed. Samples were subsequently acidified with 1% FA (Sigma, cat. no. 94318) and vacuum centrifuged to near dryness. Each super-fraction was desalted via StageTip, dried again via vacuum centrifugation and reconstituted in 10 µl 5% ACN, 5% FA for LC–MS/MS processing.

Mass spectrometric data were collected on Orbitrap Fusion Lumos instruments coupled to a Proxeon NanoLC-1200 UHPLC. The 100-µm capillary column was packed with 35 cm of Accucore 150 resin (2.6 μm, 150 Å; Thermo Fisher Scientific) at a flow rate of 340 nl min^−1^. The scan sequence began with an MS1 spectrum (Orbitrap analysis, resolution 60,000, mass range 350–1,350 Th, automatic gain control target 100%, maximum injection time 118 ms). Data were acquired at ~90 min per fraction. The hrMS2 stage consisted of fragmentation by higher energy collisional dissociation (normalized collision energy 36%) and analysis using the Orbitrap (automatic gain control 200%, maximum injection time 120 ms, isolation window 0.6 Th, resolution 50,000). Data were acquired using the FAIMSpro interface with the dispersion voltage set to 5,000 V, the compensation voltages set at −40, −60 and −80 V, and the TopSpeed parameter set at 1 s per compensation voltage.

Spectra were converted to mzXML via MSconvert^37^. Database searching included all entries from the mouse UniProt reference database (downloaded August 2021). The database was concatenated with one composed of all protein sequences for that database in the reversed order. Searches were performed using a 50-ppm precursor ion tolerance for total protein-level profiling. The product ion tolerance was set to 0.03 Da. These wide mass tolerance windows were chosen to maximize sensitivity in conjunction with Comet searches and linear discriminant analysis^38,39^. TMTpro labels on lysine residues and peptide N termini (+304.207 Da), as well as carbamidomethylation of cysteine residues (+57.021 Da) were set as static modifications, while oxidation of methionine residues (+15.995 Da) was set as a variable modification. Peptide–spectrum matches (PSMs) were adjusted to a 1% false discovery rate^40,41^. PSM filtering was performed using a linear discriminant analysis, as described previously^39^ and then assembled further to a final protein-level false discovery rate of 1% (ref. ^40^). Proteins were quantified by summing reporter ion counts across all matching PSMs, also as described previously^42^. Reporter ion intensities were adjusted to correct for the isotopic impurities of the different TMTpro reagents according to manufacturer specifications. The signal-to-noise measurements of peptides assigned to each protein were summed and these values were normalized so that the sum of the signal for all proteins in each channel was equivalent to account for equal protein loading. Finally, each protein abundance measurement was scaled, such that the summed signal-to-noise for that protein across all channels equals 100, thereby generating a relative abundance measurement.

MSstatsTMT^43^ was performed on peptides with >200 summed signal-to-noise ratios across TMT channels. For each protein, the filtered PSM TMTpro raw intensities were summed and log_2_ normalized to calculate protein quantification values (weighted average) and normalized to total TMT channel intensity across all quantified PSMs (adjusted to median total TMT intensity for the TMT channels)^44^. The log_2_ normalized summed protein reporter intensities were compared using a Student’s *t*-test and *P* values were corrected for multiple hypotheses using the Benjamini–Hochberg adjustment^45^.

### RNA sequencing

HEK 293T cells were grown to 80% confluency in six-well plates, treated with oxidizing agents (100 µM arsenite or 600 µM hydrogen peroxide) in triplicate for 6 h, and total RNA was isolated using an RNEasy Plus mini kit (Qiagen, cat. no. 74134). Messenger RNA sequencing libraries were prepared by Innomics and sequenced on a DNBseq platform to obtain 100-bp paired-end reads. Reads were aligned to the GRCh38 primary assembly obtained from gencodegenes.org using qAlign from the QuasR package. Raw counts were filtered to discard transcripts with fewer than ten total reads in the three untreated *TXNL1* KO replicates, and then the DESeq2 package in R was used to obtain differential expression data and statistics.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41594-025-01639-w.

## Supplementary information

Reporting Summary

Supplementary Table 1 TMT-MS of untreated and arsenite-treated TXNL1 KO HEK 293T cells complemented without or with wild-type or R162D R234D TXNL1.

Supplementary Table 2 RNA sequencing of untreated, arsenite-treated, or hydrogen peroxide-treated TXNL1 KO HEK 293T cells complemented without or with wild-type, D162R R234D (Prot) or SxxS (Thio) TXNL1.

## Source data

Source data Unprocessed western blots and gels for Fig. 2 and Extended Data Figs. 3, 5, 6 and 7.

## Data Availability

EM maps and models are available under accession numbers EMD-44949, EMD-44952 and PDB 9BW4. The mass spectrometry proteomics data are available via ProteomeXchange with identifier PXD052933. RNA sequencing data are available through GEO under the accession number GSE271951. Genome assembly GRCh38 (GCF_000001405.26) and the UniProt reference database (downloaded August 2021) were used for data analysis. All other data are included in the paper and its Supplementary Information. Source data are provided with this paper.

# Supplementary material for: Structure of the TXNL1-bound proteasome
**Source:** Nat Struct Mol Biol. 2025 Aug 6;32(12):2398–402. doi: 10.1038/s41594-025-01639-w
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | SerialEM v4.0.5                                                                                                                                            |
| Data analysis   | cryoSPARC v4.3.1, ChimeraX v1.5 - v1.7, ModelAngelo v1.0Phenix v1.19.2, Coot v0.9.8, AlphaFold2, AlphaFold3, MSconvert, MSstatsTMT, qAlign (QuasR), DESeq2 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

EM maps and models are available under accession numbers EMD-44949, EMD-44952, and PDB 9BW4. The mass spectrometry proteomics data are available via ProteomeXchange with identifier PXD052933. RNA sequencing data are available through GEO under the accession number GSE271951. Genome assembly GRCh38

(GCF\_000001405.26) and the Uniprot reference database (downloaded August 2021) were used for data analysis. All other data are included in the manuscript and its supplemental information.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods involving predetermined sample sizes were used. Triplicates were analyzed for each conditions for proteomics and RNA sequencing analyses according to standard practice.                                                                                                                           |
| Data exclusions | Established single particle image processing algorithms may exclude or weight particles. For RNA sequencing data, transcript with fewer than 10 total reads in the three TXNL1 knockout cellular lysate replicates were filtered out before further analysis. No other data were excluded from analyses.                  |
| Replication     | At least two independent replicates were performed for all biochemical and cellular experiments. All results shown in the study were successfully replicated. Triplicates were analyzed for each condition for proteomics and RNA sequencing analyses.                                                                    |
| Randomization   | Established single particle imaging processing algorithms randomly split cryo-EM particle images into two halves during refinement. Randomization is not required for other experiments in the study because the independent variable(s) are well-defined and controlled in the proteomics and RNA sequencing conditions. |
| Blinding        | Blinding is not applicable to the methods reported because independent variable(s) are well-defined and controlled for within each experimental setup.                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

The following primary antibodies were used for immunoblotting, all at a 1:1000 dilution: rabbit anti-PSMD14 (CST, 4197S, RRID: AB\_11178935), rabbit anti-PSMD4 (CST, 12441S, RRID: AB\_2797916), mouse anti-PSMD1 (Santa Cruz, sc-166038, RRID: AB\_2172797), rabbit anti-PSMD2 (CST, 25430, RRID: AB\_2798903), rabbit anti-PSMA2 (CST, 2455, RRID: AB\_2171400), rabbit anti-PSMB5 (CST, 12919, RRID: AB\_2798061), rabbit anti-FLAG (CST, 14793, RRID: AB\_2572291), rabbit anti-HA (CST, 3724S, RRID: AB\_1549585), rabbit anti-mTOR (CST, 2983, RRID: AB\_2105622), rabbit anti-TXNL1 (Abcam, ab188328, RRID: AB\_2687563), and rabbit anti-Ubiquitin (CST, 43124S, RRID: AB\_2799235). Secondary antibodies used at a 1:2000 dilution were: anti-rabbit IgG, HRP-linked (CST, 7074, RRID: AB\_2099233) or anti-mouse IgG, HRP-linked (CST, 7076S, RRID: AB\_330924).

## Validation

Antibodies against proteasomal subunits (PSMD14 - <https://www.cellsignal.com/products/primary-antibodies/psmd14-d18c7-rabbit-mab/4197>, PSMD4 - <https://www.cellsignal.com/products/primary-antibodies/s5a-psmd4-d20b2-rabbit-mab/12441>, PSMD1 - <https://www.scbt.com/p/psmd1-antibody-c-7>, PSMD2 - <https://www.cellsignal.com/products/primary-antibodies/psmd2-d6w7g-rabbit-mab/25430>, PSMA2 - <https://www.cellsignal.com/products/primary-antibodies/psma2-antibody/2455>, and PSMB5 - <https://www.cellsignal.com/products/primary-antibodies/psmb5-d1h6b-rabbit-mab/12919>) were all validated by the manufacturer of each antibody to detect an endogenous protein of the expected molecular weight in immunoblotting experiments of lysates from multiple human cell lines. Each of the proteasomal protein antibodies was additionally validated in our study through immunoblotting of size fractionations of human lysates to show that the detected protein displayed the expected molecular weight and exhibited native molecular weights consistent with proteasomes, and that each primary antibody only cross reacted with the appropriate species-specific secondary antibodies. Antibodies against the HA (<https://www.cellsignal.com/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724>) and FLAG (<https://www.cellsignal.com/products/primary-antibodies/dykdiddk-tag-d6w5b-rabbit-mab-binds-to-same-epitope-as-sigma-aldrich-anti-flag-m2-antibody/14793>) epitopes were validated by the manufacturers and in our study by immunoblotting lysates of cells that either express or do not express tagged proteins and confirmed specifically detect only the appropriately tagged proteins of the expected molecular weights and to cross react with anti-rabbit but not anti-mouse secondary antibodies. The mTor antibody (<https://www.cellsignal.com/products/primary-antibodies/mtor-7c10-rabbit-mab/2983>) was validated by the manufacturer by immunoblotting to recognize a protein of the expected molecular weight in multiple human cell lysates as well as in our and prior studies (PMID: 37616343 via the same metric). The TXNL1 (<https://www.abcam.com/en-us/products/primary-antibodies/txn1-antibody-epr16061b-n-terminal-ab188328>) antibody was validated by the manufacturer and in our study by the immunoblotting of lysates of multiple human cell lines after genetic knockouts and re-expression of untagged and tagged versions of the protein to detect a protein of the expected molecular weight and to cross react only with anti-rabbit secondary antibodies. The ubiquitin antibody (<https://www.cellsignal.com/products/primary-antibodies/ubiquitin-e4i2j-rabbit-mab/43124>) was validated by the manufacturer and this study to recognize polyubiquitin conjugates in multiple human cell lines, which decrease as expected when cells are treated with a ubiquitylation inhibitor and increase as expected when cells are treated with proteasome inhibitors.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

HEK-293T cells were obtained from ATCC (CRL-3216).

## Authentication

No additional authentication procedures were performed.

## Mycoplasma contamination

Cell lines were not tested for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell line was used in the study.

## Plants

---

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

# Supplementary material for: Structure of the TXNL1-bound proteasome
**Source:** Nat Struct Mol Biol. 2025 Aug 6;32(12):2398–402. doi: 10.1038/s41594-025-01639-w

Figure 2a

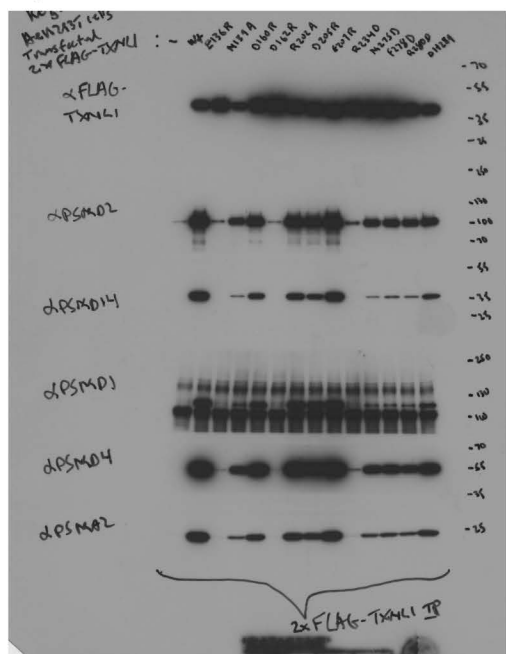

Figure 2c

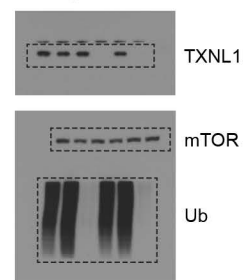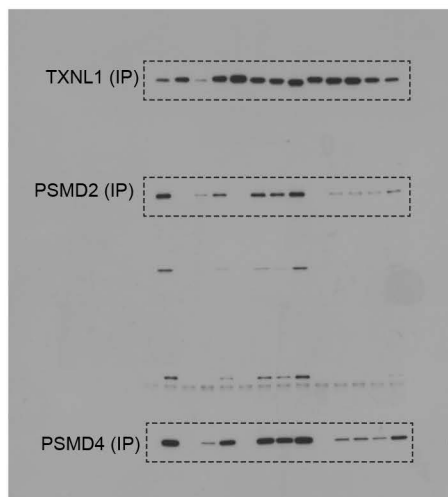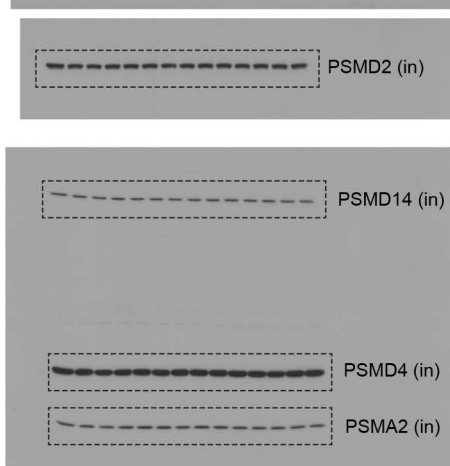

Figure 2d

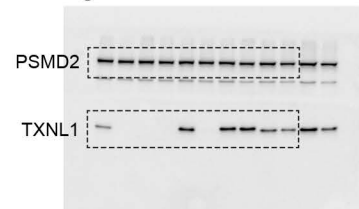

Figure 2b

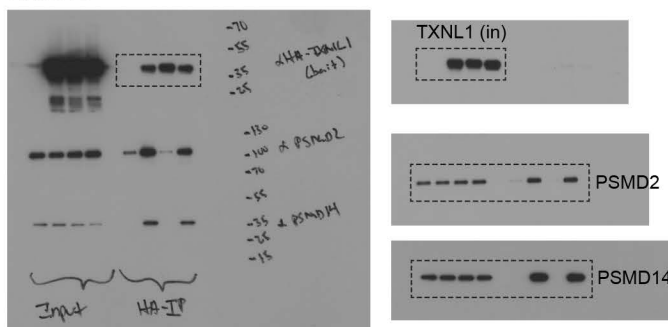

Extended Data Fig. 3b

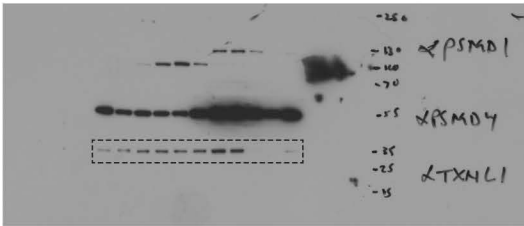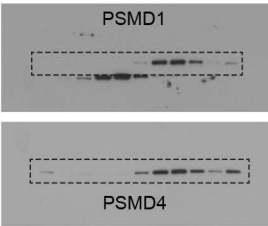

Extended Data Fig. 5c

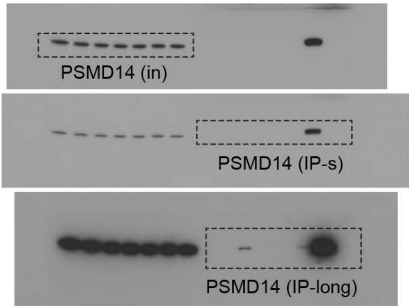

Extended Data Fig. 5e

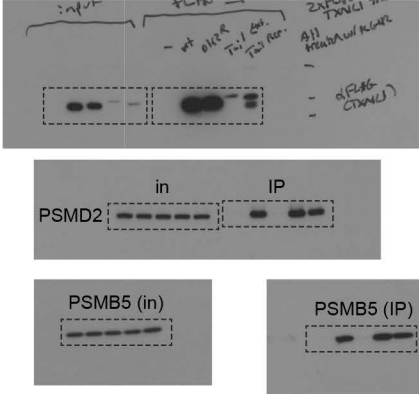

Extended Data Fig. 5f

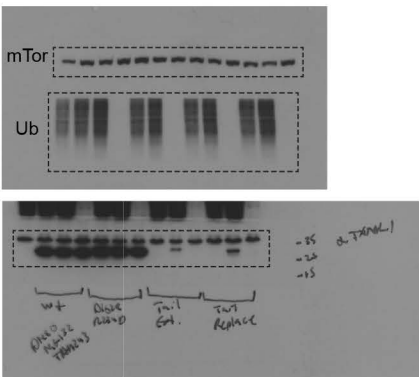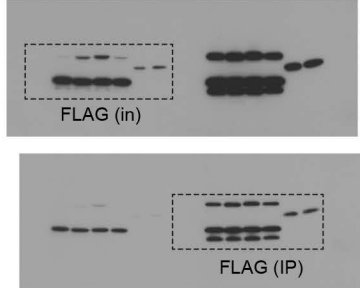

Extended Data Fig. 6a

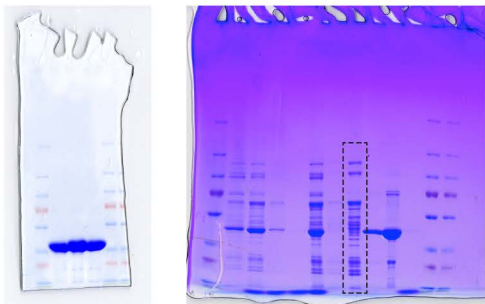

Extended Data Fig. 6c

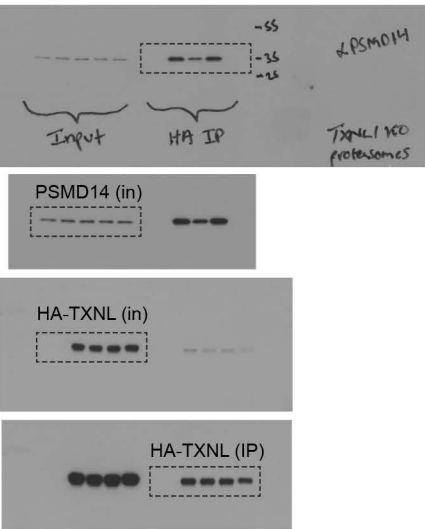

Extended Data Fig. 6d

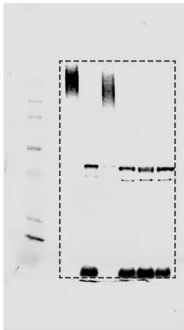

Extended Data Fig. 6b

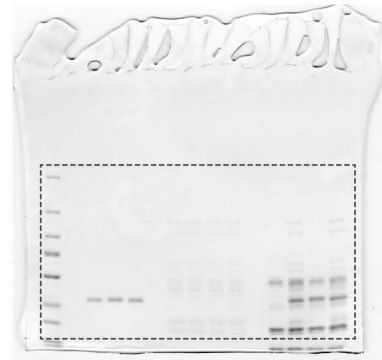

Extended Data Fig. 7a

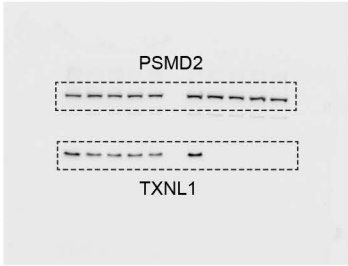

Extended Data Fig. 7b

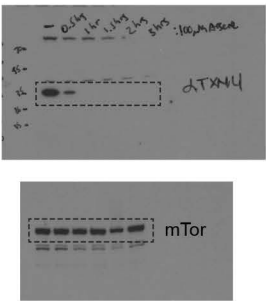

Extended Data Fig. 7c

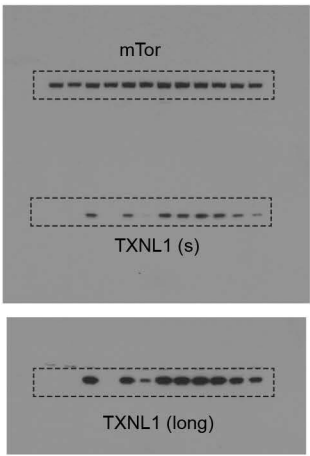

Extended Data Fig. 7d

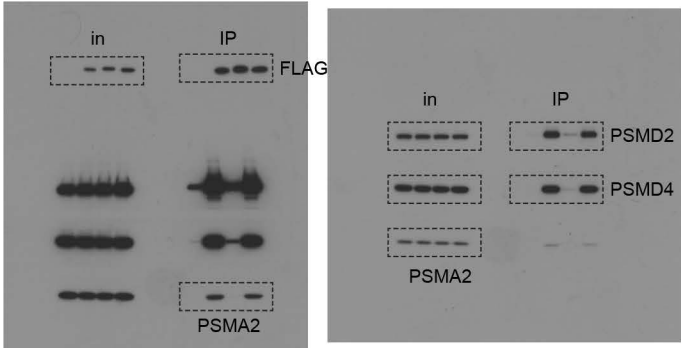

Extended Data Fig. 7e

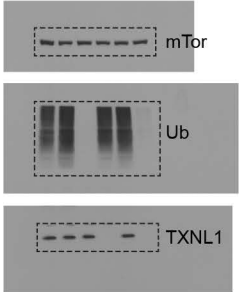

Extended Data Fig. 7f

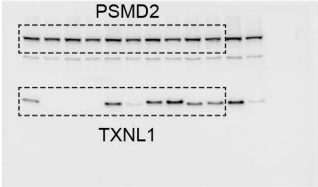

**Supplement:** Supplementary file 4 — Unprocessed western blots and gels for Fig. 2 and Extended Data Figs. 3, 5, 6 and 7.

How the deposited data were processed for this re-analysis (not part of the article)

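Messenger RNA was sequenced from *TXNL1* KO HEK293T cells that carried an empty vector or expressed WT, D162R R234D or SxxS TXNL1, each untreated, treated with arsenite or treated with hydrogen peroxide. The 36 libraries form 12 groups of 3 replicates. All were mapped to a line, a treatment and a replicate number from the sample labels, and the line names were checked against Supplementary Table 2. The doses and the exposure of 6 h are from the paper's methods, since the labels give none.

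According to the paper's methods, the authors aligned paired-end reads to the GRCh38 primary assembly with qAlign from the QuasR package. They deposited one table of raw read counts per gene, with no normalization and with replicates not pooled. The paper's text does not name the annotation release, the use of strand, how reads on several genes were treated or whether one or both mates of a pair were counted. A count of 1 occurred 72688 times over genes and libraries and a count of 2 occurred 68757 times. A count of 4 (31272 times) was more frequent than 3 (28087) and 5 (17279), and a count of 6 (19214) more frequent than 5 and 7 (12348). Halving the counts was therefore tried as an alternative. The table also holds a length per gene beside the counts, which was not used here. No row lacked a gene name, and 0 columns of per-sample values were left unmatched to a sample.

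The gene identifiers were matched to GENCODE release 44 on GRCh38, where 61415 of 61587 were found, 56987 of them in the same version. Gene symbols, positions, exon overlaps, GC content and transcript length were taken from that release, which may not be the one the authors used. GC content and length were known for 22430 of the tested genes (99.75%).

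Of 42726 genes with at least 1 count, 22486 had at least 10 counts in total over the 3 untreated vector libraries, the paper's own filter, and 20240 were left out. Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, with TMM scaling, one mean per group over all libraries, robust quasi-likelihood dispersions (median prior degrees of freedom 4.28) and Benjamini-Hochberg adjustment over the tested genes. A gene was called at an adjusted p under 0.05. Levels are edgeR's CPM on TMM-scaled library sizes, computed from the authors' deposited counts, with the SD over 3 replicates. The comparisons were each complemented line against the vector line, the complemented lines against each other, each oxidant against untreated cells within a line and averaged over the lines, and the interactions of line and oxidant. Comparisons averaged over treatments used 9 libraries against 9.

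Before the data were examined, the design, the alternatives and the genes to be named were written down. The named genes are *TXNL1* and *ATF4*, the genes marked in Fig. 2e, *PSMD1*, *PSMD4*, *PSMD14* and *PITHD1*, the members of 5 lists (ATF4 targets, heat shock, NRF2 targets, metallothioneins and proteasome subunits), and the genes that follow *TXNL1* in Supplementary Table 2. For each comparison of lines and each interaction, the 5 genes with the smallest adjusted p among those called are added. For each oxidant averaged over the lines, the 5 largest rises and the 5 largest falls are added among called genes that changed the same way in all 4 lines and had a mean of at least 100 normalized counts in treated or untreated libraries. Genes named outside this rule are marked where they appear. *APOB*, marked in Fig. 2e, had too few counts to be tested.

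The alternatives were DESeq2's size factors, total counts without composition factors, DESeq2 1.42.0 in place of edgeR's test, edgeR's own expression filter, no filter, only the groups compared, the replicate number as a block, an offset for GC content alone or with that block, a threshold on the fold change, and each library left out in turn. Alternatives added after the data had been seen were leaving out both outlying WT libraries together, leaving out one of them in comparisons that do not use its group, an offset for transcript length, genes without exon overlap, and halved counts.

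The code was tested on simulated counts drawn for the 22486 genes from the means and library sizes of the real libraries. With 200 genes changed by a log2 fold change of 1 between 2 groups of 3, 189 (94.5%) were recovered, and 14 of 203 calls (6.9%) were false. For an interaction over the 4 lines, 352 of 400 changed genes (88.0%) were recovered, and 0 genes were called in comparisons without change. All changed genes had a log2 fold change of 1 and were drawn from those with an expected count of at least 100. A pattern like that of the outlying WT libraries was not simulated. The recovery therefore does not apply to smaller changes, to genes with fewer counts or to the effect of those libraries. No pair of replicates was a duplicate library, since their counts differed by a chi-square of 3.31 to 340.81 per degree of freedom.

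At 42072410 to 174119002 counts per library, every pair of replicates differed by more than counting error alone, as the chi-square values above show. Genes near the filter have few counts and imprecise fold changes. The proteomics data of the paper were not analysed here. The copy of Supplementary Table 2 used here holds 1085 of its 22528 genes for the comparison of WT with vector and none for arsenite against untreated cells, so the authors' calls for arsenite could not be compared. The rows held are in ascending order of the adjusted p for WT against vector in untreated cells and reach 0.583, so that they include all genes under 0.05 in that comparison.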

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

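The tests of the outlying libraries, of GC content and transcript length, of overlapping reads and of the gene lists for the cell cycle and p53 were chosen only after the result they weigh had been seen, except the test of WT hydrogen peroxide replicate 2 on the response that differs between lines and the other splits of the libraries.

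A signal appeared in the cells treated with hydrogen peroxide, for which the paper's text describes no RNA result. Averaged over the 4 lines, 2716 genes changed at an adjusted p under 0.05 (1524 higher, 1192 lower) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and within the lines 303 in vector, 1813 in WT, 231 in D162R R234D and 229 in SxxS cells. Of these, 26 were called higher and 47 lower in every line. The WT hydrogen peroxide group holds the outlying replicate 2, and 1305 of its 1813 genes were higher and 508 lower. Its larger number therefore cannot be read as a stronger response of WT cells. Among called genes that changed the same way in all 4 lines and had a mean of at least 100 normalized counts, the largest rises were those of *AHNAK2* (log2 fold change 1.40, adjusted p = 3.98e-07), *ENSG00000285646* (1.14), *PHLDA3* (1.13), *CDKN1A* (0.98) and *SLC7A11-AS1* (0.96), and the largest falls those of *PIF1* (-1.12), *KIF20A* (-0.96, adjusted p = 1.34e-14), *ENSG00000236255* (-0.90), *HMMR-AS1* (-0.87) and *MT-TC* (-0.81). *KIF20A* fell from 110.6 ± 3.75 to 57.2 ± 2.48 CPM in vector cells (SD, n = 3 each). All 10 kept an adjusted p of at most 0.0119 over the alternatives in which they were tested. Only *PIF1* and *ENSG00000236255* among them have no exon overlap, so counts of the others can include reads of their neighbours. The alternative of genes without exon overlap leaves those others out. *MT-TC* is a mitochondrial transfer RNA gene of 66 bases, shorter than the sequenced reads.

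The tables argue against the outlying WT libraries and a trend with GC content as the whole cause, since 6430 genes were called without both libraries and 3060 with a GC offset. Splits of the libraries within their lines weigh only whether the libraries fell into these groups by accident. In 1 of 100 splits, the real one, as many genes passed, and the other splits reached at most 48. Mixed splits widen the spread by their construction, and by an unadjusted p under 0.05 they reached at most 2669 against 5390. A technical difference that follows the treatment would also make the real split the highest and stays open, as neither the labels nor the paper give a batch. Fewer cells in G2 and M are a candidate explanation for part of the falls. The lists used for this were written after the largest changes had been seen and hold none of the 10 genes named above. The median of 20 G2/M genes was -0.31, at percentile 0 of 10000 random lists matched for mean level, with 18 called lower and 0 higher, while 16 S-phase genes rose (median 0.12, 12 called higher and 0 lower). A rise of p53 targets may explain part of the rises, since the median of 15 targets was 0.17, at percentile 100 of the random lists, with 10 called higher and 0 lower. No cell counts or protein data at this exposure were analysed here, so whether the oxidant acts through the cell cycle or through p53 stays open.

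The response to hydrogen peroxide also differed between the lines, by a test of the interaction itself. It called 154 genes at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of 1970 with an unadjusted p under 0.05. The 5 with the smallest adjusted p were *CBR1-AS1*, *ENSG00000289001* and *GARIN5A* (adjusted p = 0.000302 each), *UTS2R* (0.000358) and *CDKN2B-AS1* (0.000619). *CBR1-AS1* and *ENSG00000289001* overlap, so they may count the same reads. In *GARIN5A* the log2 fold change was -0.67 in vector, 1.54 in WT, 0.50 in D162R R234D and -1.12 in SxxS cells, and in *CDKN2B-AS1* it was -0.54, 1.29, 0.10 and -1.13. Part of this is a low level in untreated WT cells, where *GARIN5A* had 2.60 ± 0.132 CPM against 6.61 ± 1.99 CPM in vector cells (SD, n = 3 each). Over the alternatives the adjusted p reached 0.0111 at most for 4 of the 5, and 0.867 for *UTS2R*.

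The outlying WT hydrogen peroxide replicate 2 is not the whole cause of that difference, since 90 of the 154 genes were also called without it and 152 without both outlying libraries. Nor are trends with GC content or transcript length for the genes that stay, as 61 of the 154 were also called with a GC offset and 133 with a length offset. For the other 93, GC content cannot be told apart from a difference between the lines, because the called genes are richer in GC (median 64.7% against 48.3% over the tested genes) and the offset removes real and technical trends alike. The number depends on single libraries, with 67 genes (66 of the 154) without WT untreated replicate 3, 79 without WT untreated replicate 2, 98 without SxxS hydrogen peroxide replicate 3, 299 without WT hydrogen peroxide replicate 1 and 353 without WT arsenite replicate 1, which takes no part in the test. Among genes without exon overlap 55 were called. Only the real split of 100 splits of the libraries over the lines gave as many genes (1 of 100), and the others reached at most 2, or 1795 against 1970 by an unadjusted p under 0.05. These splits weigh only an accidental grouping of the libraries, and mixed splits widen the spread by their construction. A difference between the lines that has nothing to do with the TXNL1 variant stays open, as each variant is present in 1 line, and so does an effect of the variants.

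Some genes with too few counts in untreated vector cells to be tested had many with arsenite. With edgeR's own expression filter, 479 genes outside the tested set were called for arsenite averaged over the lines, and 7 reached a mean of at least 100 normalized counts with arsenite. That 472 of the 479 were higher is largely fixed by their low untreated counts, from which a fall can hardly be called, and says nothing about the direction of the response. Their means rose from 2.29 to 3850 normalized counts for *HSPA7*, 0.499 to 181 for *ENSG00000257002*, 1.88 to 176 for *TAGAP*, 5.79 to 168 for *BTLA*, 1.90 to 136 for *CRYAB*, 0.152 to 133 for *CHRNA2* and 0.529 to 105 for *CHRM1*. These 7 were named after their values had been seen. No fold is given, as the untreated counts are near 0. *HSPA7*, *BTLA* and *CHRNA2* share no exon with another gene in the annotation used here, which may not be the authors'. Under that annotation, reads on shared exons cannot explain these 3. For the 4 with exon overlap, reads of the overlapping genes cannot be told apart from the genes' own, since the deposited counts are per gene. Reads of neighbouring genes from outside annotated exons were not tested and stay open for all 7. *HSPA7* is a pseudogene close to *HSPA6* in sequence, and whether its reads come from *HSPA6* was not tested. An effect of arsenite on transcription of these genes stays open as the biological explanation.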

How the results depend on the processing

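The alternatives were set before the data were examined, except 5 chosen after the data had been seen. These are leaving out both outlying WT libraries (WT arsenite replicate 1 and WT hydrogen peroxide replicate 2), leaving out one of them in comparisons that do not use its group, an offset for transcript length, genes without exon overlap, and halved counts. Unless stated, the cause of a change was not tested. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, or from DESeq2's where that is named. Counts for the 3 variants are given in the order WT, D162R R234D and SxxS. Untreated against vector they are 44, 6 and 4 genes with all 36 libraries, and averaged over treatments 1062, 30 and 74. WT against D162R R234D, WT against SxxS and D162R R234D against SxxS in untreated cells give 8, 31 and 3.

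The alternative of genes without exon overlap leaves *TXNL1* out, as its exons overlap another gene. Under every other alternative, its higher mRNA in each untreated complemented line and its rise with arsenite within each line kept their direction. The adjusted p-values were at most 0.00108 and 0.00129. The threshold on the fold change is the exception, since it asks for a log2 fold change of at least 1. DESeq2's size factors, edgeR's expression filter and halved counts moved no count of genes by more than 1.5 times. Of 2297 values under the alternatives of the 72 results for single named genes other than *TXNL1* and *ATF4*, 2134 stayed on their side of the threshold with their direction, 156 were weaker, 2 stronger and 5 reversed.

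With total counts only, the untreated counts against vector were 76 for WT and 2 for D162R R234D, WT differed from D162R R234D by 19 genes and from SxxS by 66, and *TXNL1* with hydrogen peroxide in WT cells was -0.009 in place of 0.026 (adjusted p 0.939, 0.209 to 0.978 over its alternatives). Under that scaling 30.0% of the 953 genes called for WT averaged over treatments were higher, against 56.5%.

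With no filter beyond 1 count, which tests more genes, the untreated counts were 11 for WT and 2 for D162R R234D, the lines differed by 5, 17 and 0 genes (991 with an unadjusted p under 0.05 for the last), the averages over treatments were 401 for WT and 16 for D162R R234D, and *ATF4* with arsenite in SxxS cells, at 0.31, had an adjusted p of 0.0898 (its alternatives reach 0.143).

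The replicate number as a block moved 1 count of genes by more than 1.5 times, that of D162R R234D in untreated cells, to 1 gene, and 4 results for single named genes other than *TXNL1* and *ATF4* were weaker under it. Deviations from the group mean had a mean r across genes of 0, 0.007 and 0.01 over the 66 pairs of libraries that share replicate number 1, 2 or 3, with single pairs from -0.888 to 0.835, so whether the numbers pair some of the samples stays open.

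With an offset for GC content, D162R R234D changed 2 genes in untreated cells, WT changed 1931 averaged over treatments, WT and SxxS differed by 7 genes and D162R R234D and SxxS by 1. The response to arsenite differed for 2 genes across the 4 lines, 1 between WT and vector and 14 between WT and D162R R234D, where all 3 were 0 before (1432, 1938 and 3603 with an unadjusted p under 0.05), and the response to hydrogen peroxide for 62. *TXNL1* with hydrogen peroxide in D162R R234D cells had 0.30 (adjusted p 0.127, 4.74e-06 to 0.347 over its alternatives). *USP1* and *NUB1* with arsenite changed sign, to 0.046 (adjusted p 0.177, from 4.06e-06 to 0.177 over its alternatives) and 0.019 (adjusted p 0.47, 0.0222 to 0.508). With the block as well, the untreated counts were 28 for WT and 2 for D162R R234D, the arsenite interactions 2, 1 and 11, the differences from SxxS 9 for WT and 1 for D162R R234D, the hydrogen peroxide interaction 58, *TXNL1* in SxxS against vector under arsenite 0.50 (adjusted p 0.0719, the highest of its alternatives), *TXNL1* with hydrogen peroxide in D162R R234D cells 0.30, *USP1* 0.045 and *NUB1* 0.019.

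With an offset for transcript length, the untreated counts were 83, 2 and 8, the averages over treatments 1781, 53 and 114, WT differed from D162R R234D by 32 genes and from SxxS by 65, and 7 genes differed in their arsenite response between WT and D162R R234D. *TXNL1* against vector under arsenite was 0.60 for D162R R234D (adjusted p 0.0503, the highest of its alternatives) and 0.53 for SxxS (0.0703, where the highest is 0.0719). *TXNL1* with hydrogen peroxide was -0.028 in vector cells and 0.25 in D162R R234D cells.

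Without both outlying WT libraries, the untreated counts were 673, 17 and 32, the lines differed by 861, 432 and 56 genes, the arsenite interactions were 46, 6 and 313, the hydrogen peroxide interaction 340, the genes changed by hydrogen peroxide over the lines 6430 in place of 2716, and the averages over treatments 218 for D162R R234D and 437 for SxxS. For WT averaged over treatments, 45.4% of the called genes were higher. *TXNL1* with hydrogen peroxide in SxxS cells, at 0.20, now passed the threshold (adjusted p 0.00592, 0.00579 to 0.604 over its alternatives), as did its difference in arsenite response across the lines, whose largest term was -0.43 (adjusted p 0.00496, to 1.00 over its alternatives). The median with arsenite was 0.62 for heat shock genes in place of 0.74 and 0.073 for NRF2 targets in place of 0.15. Leaving out these libraries narrows the shared spread.

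Among the 9679 tested genes without exon overlap, counts were lower, as fewer genes are tested. The untreated counts were 15, 3 and 2, arsenite changed 4090 genes in vector, 5073 in WT, 4104 in D162R R234D and 4138 in SxxS cells and 6537 over the lines, the lines differed by 2, 1 and 0 genes (379 with an unadjusted p under 0.05 for the last), the averages over treatments were 434, 18 and 45, hydrogen peroxide changed 1237 over the lines, and its interaction held 55. The medians with arsenite were 2.44 for ATF4 targets, 1.26 for heat shock, 0.58 for NRF2 targets and 2.56 for metallothioneins.

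With DESeq2's test, the untreated counts were 129, 10 and 13, the lines differed by 52, 93 and 7 genes, the arsenite interactions were 18 across the lines and 115 between WT and D162R R234D, the averages over treatments 1924, 57 and 149, and the hydrogen peroxide interaction 318. *TXNL1* with hydrogen peroxide in SxxS cells (0.21) and its difference in arsenite response across the lines (-0.43) passed the threshold.

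With only the groups compared in the fit, which holds fewer samples, the untreated counts were 466, 3 and 220, arsenite changed 6416 genes in WT cells, WT and SxxS differed by 367 genes and D162R R234D and SxxS by 1, and the averages over treatments were 82 (20.7% higher), 113 and 562. *TXNL1* in WT against vector no longer passed under arsenite (0.54, adjusted p 0.687) or hydrogen peroxide (0.82, adjusted p 0.754), each the highest of its alternatives, and *ATF4* with arsenite in WT cells was 0.49 (adjusted p 0.0657, also the highest). *TXNL1* with hydrogen peroxide in SxxS cells was 0.20, past the threshold.

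With the threshold on the fold change, the untreated counts for WT and SxxS were 11 and 2, arsenite changed 2868, 3330, 3045 and 2795 genes in vector, WT, D162R R234D and SxxS cells and 3157 over the lines, the lines differed by 0, 9 and 0 genes (1566, 1365 and 825 with an unadjusted p under 0.05), the averages over treatments were 35, 8 and 12, and hydrogen peroxide changed 57 over the lines, with 73 in its interaction. By its construction, *TXNL1* against vector no longer passed at 0.83 (WT) and 0.80 (SxxS) untreated, 0.54, 0.61 and 0.52 under arsenite, and 0.82 (WT) and 0.97 (SxxS) under hydrogen peroxide. The same holds for *TXNL1* with arsenite at 0.89 in WT, 0.75 in D162R R234D and 0.89 in SxxS cells, *TXNL1* with hydrogen peroxide at 0.32 in D162R R234D cells, and *ATF4* with arsenite at 0.37, 0.51, 0.39 and 0.34 in vector, WT, D162R R234D and SxxS cells.

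With all members that had at least 1 count, the median of the metallothioneins with arsenite was 2.48 in place of 3.33.

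Across the fits that each left out 1 library, the untreated counts ran from 5 (without vector untreated replicate 2) to 110 for WT, from 1 (without vector untreated replicate 1) to 7 for D162R R234D and from 1 (without SxxS untreated replicate 1) to 9 for SxxS. WT and D162R R234D differed by 3 (without WT untreated replicate 2) to 55 genes, WT and SxxS by 0 to 86, and D162R R234D and SxxS by 0 to 7. The 0 between WT and SxxS appeared without WT untreated replicate 2 or 3 or SxxS untreated replicate 2 (947, 1230 and 1105 with an unadjusted p under 0.05). Between D162R R234D and SxxS it appeared without any of the 6 libraries (627 to 944). The arsenite interaction across the lines ran from 0 (1082 to 2675 with an unadjusted p under 0.05) to 4 and that between WT and D162R R234D from 0 (1996 to 4121) to 988, with 4 without WT arsenite replicate 1 or 2 and 63 without replicate 3. The highest value of each of these came without WT hydrogen peroxide replicate 2, which takes no part in them but widens the shared spread. Averaged over treatments, the counts ran from 501 (without vector arsenite replicate 2) to 2920 (without WT hydrogen peroxide replicate 1) for WT, from 18 (without vector hydrogen peroxide replicate 2) to 53 for D162R R234D and from 59 to 127 for SxxS, the last 2 highest values again without WT hydrogen peroxide replicate 2. The hydrogen peroxide interaction ran from 67 (without WT untreated replicate 3) to 353 (without WT arsenite replicate 1), and the genes changed by arsenite over the lines from 15106 to 16242.

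*TXNL1* with hydrogen peroxide ran from -0.011 (without vector untreated replicate 3) to 0.062 in vector cells, from -0.004 (without WT untreated replicate 2) to 0.075 in WT cells, where it was also -0.003 without WT hydrogen peroxide replicate 3, and from 0.18 to 0.24 in SxxS cells, where it passed the threshold without WT arsenite replicate 1 or WT hydrogen peroxide replicate 2. *ATF4* with arsenite ran from 0.34 (without vector untreated replicate 3, below the threshold) to 0.39 in vector cells, from 0.35 (without D162R R234D untreated replicate 1, below the threshold) to 0.43 in D162R R234D cells and from 0.26 (without SxxS arsenite replicate 2, below the threshold) to 0.39 in SxxS cells. *F5* with arsenite ran from -0.07 (without WT arsenite replicate 3) to 0.32, and the heat shock median from 0.64 (without WT arsenite replicate 1) to 0.78. The median of NRF2 targets with arsenite ran from 0.092 (without WT arsenite replicate 1) to 0.17.

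The depth limits genes with few counts. Those with fewer than 10 counts over the untreated vector libraries were not tested, so that genes silent before treatment are missing from the counts of genes changed by an oxidant.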

Differences from the paper's values

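The number of genes that differ between WT and vector cells without treatment is 44 here against the paper's 132 in Supplementary Table 2, at an adjusted p under 0.05 in both, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment here. With DESeq2's test in place of edgeR's, which is the package the paper's methods name, it was 129. None of the other alternatives set before the data were examined closed the gap: 44 with DESeq2's size factors, 76 with total counts only, 48 with edgeR's expression filter, 11 with no filter, 48 with the replicate block, 35 with the GC offset, 28 with the GC offset and the block, 466 with only the groups compared, 11 with the threshold on the fold change, and 5 to 40 with 1 of the 6 libraries left out. Of the alternatives chosen after the data had been seen, leaving out WT arsenite replicate 1 gave 96 genes and leaving out WT hydrogen peroxide replicate 2 gave 110, both within 1.5 times of the paper's number. Leaving out both gave 673, the transcript length offset 83, genes without exon overlap 15 and halved counts 42. All 44 genes called by edgeR and all 129 called by DESeq2 are among the paper's 132.

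The paper reports observing no specific difference between the lines in the response of any transcript to arsenite besides *TXNL1*. Here *TXNL1* was not called either with all libraries (adjusted p = 0.493 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment across the 4 lines). With DESeq2's test it was called, at an adjusted p of 0.00908, among 18 genes, and 115 genes differed between WT and D162R R234D cells. Without both outlying WT libraries, an alternative chosen after seeing the values, *TXNL1* was called at an adjusted p of 0.00496 among 46 genes across the lines, and 6 genes differed between WT and vector cells and 313 between WT and D162R R234D cells. Over all its alternatives the adjusted p of *TXNL1* ran from 0.00496 to 1.00. Other settings that called genes were the GC offset (2 across the lines, 1 between WT and vector, 14 between WT and D162R R234D), the GC offset with the replicate block (2, 1 and 11) and, chosen after seeing the values, the transcript length offset (7 between WT and D162R R234D). Among the fits without 1 of the libraries compared, the most genes were called without WT arsenite replicate 3 (63 between WT and D162R R234D). Leaving out WT hydrogen peroxide replicate 2, which takes no part in these comparisons, called the most. It gave 988 genes between WT and D162R R234D and 4 across the lines, and was also chosen after seeing the values.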

Other observations

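The tests of the outlying libraries, except that of the other WT libraries under oxidants, and those of the number of genes changed in WT cells, of length and GC trends in the arsenite response and of how many of the genes shared by the 3 variants stay shared were chosen only after the result they weigh had been seen. The limit of 0.5 for the shared axis was also set after its values were known.

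WT arsenite replicate 1 and WT hydrogen peroxide replicate 2 lie far from the other replicates of their groups. Across 14040 genes their deviations from the mean of the other 2 replicates correlated with each other with Pearson's r = 0.929 (across genes, which are not independent replicates), and with that of D162R R234D untreated replicate 3 with r of 0.733 and 0.779. One axis of variation shared by libraries of different treatments and lines may therefore underlie them, and the first component held 69.4% of the variance within groups. The tables argue against several sources. After trends with transcript length and GC content had been removed, the spreads were 0.442 and 0.479, while the other libraries reached at most 0.138, so these trends (31.8% and 38.8% of the variance) are not the whole cause. A response of WT cells to oxidants would appear in the other 4 WT libraries under oxidants, whose differences from the other lines under the same treatment had slopes on the axis from -0.010 to 0.022 with a mean of 0.004. Resampled to the depth of their replicates, both kept spreads of 0.538 and 0.613. A mix with another group, or a swap, would place them on a step toward that group, which held 17.0% of the variance at most. The 10 highest genes held at most 5.16% of their counts. What produced the axis stays open, since neither the labels nor the paper give a library or sequencing batch.

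More genes changed with arsenite in WT cells (12060) than in vector (9763), D162R R234D (9898) and SxxS cells (9803). Without WT arsenite replicate 1 the WT number was 9618, with 2 arsenite libraries left in that line. When 1 arsenite library of each other line was left out as well, in all 27 combinations, the median was 9161 in WT against 9492 in vector, 9566 in D162R R234D and 9528 in SxxS cells, and WT had the highest number in 0 of 27 fits, so that library may account for the excess. A stronger response of WT cells would raise the slopes of the other 2 WT arsenite libraries on the mean response, which were 0.954 and 0.969, below those of the other lines (0.981 at least).

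Against the vector line and averaged over treatments, WT TXNL1 changed 1062 genes (600 higher, 462 lower), D162R R234D 30 (6 higher, 24 lower) and SxxS 74 (11 higher, 63 lower), at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the fits that each left out 1 library, the number for WT ranged from 501 without vector arsenite replicate 2 to 2920 without WT hydrogen peroxide replicate 1. With only the groups compared in the fit, WT changed fewer genes than D162R R234D or SxxS, so the order of the variants depends on the processing. Without both outlying WT libraries, most of the genes called for WT were lower rather than higher. Besides *TXNL1*, 21 genes changed the same way in all 3 comparisons, 18 of them lower. The 3 higher are *CA2*, *ID4* and *URI1*, and the lower ones include *LPL*, *MAMLD1*, *ARNT2*, *DGKK*, *TMEM163* and *IGFBP2*, of which *ID4*, *URI1*, *MAMLD1*, *DGKK* and *TMEM163* were named after their values were seen. The vector libraries are common to the comparisons, but in 20 simulations without any change between lines at most 0 genes were shared, and at an unadjusted p under 0.05 at most 109, against 189 lower and 104 higher here. Trends with GC content or transcript length and the outlying libraries are not the cause of all of them, as 16 of the 21 genes were also shared with a GC offset, 19 with a length offset and all 21 without both outlying libraries. A property of the vector line cannot be told apart from the absence of TXNL1 for these 21 genes, because there is 1 vector line. A shared effect of the TXNL1 variants stays open for the same reason.

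In other splits of the libraries, the comparisons of 3 libraries with 3 cannot give a share under 0.1, and the real split had the highest count in each. A split that mixes groups also widens the shared spread by its construction, which lowers the counts of other splits. It was 1 of 10 splits for WT, 1 of 10 for D162R R234D and 1 of 10 for SxxS against vector untreated. For arsenite within vector, WT, D162R R234D and SxxS cells it was 1 of 10 each, and also for each of the 3 comparisons between complemented lines. For the numbers averaged over treatments it was 1 of 100 splits for each variant against vector, with at most 379 genes in another split for WT. Counted by an unadjusted p under 0.05, 4 of 100 splits were as large for WT, with up to 6157 genes against 5627. For D162R R234D and SxxS it stayed 1 of 100 by that count. For arsenite averaged over the lines the real split was 1 of 100, with at most 6620 in another. For the 3 arsenite interactions, all 100 of 100 splits gave at least the real 0 genes. That outcome was fixed in advance, as no split can give fewer, so it decides nothing. By the number of genes with an unadjusted p under 0.05 (1432, 1938 and 3603), 1, 16 and 2 of 100 splits were as large.

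Between WT and D162R R234D cells, 313 genes differed in their response to arsenite once both outlying WT libraries were left out (3468 with an unadjusted p under 0.05), a result picked out after libraries had been left out. With all libraries the number was 0 (3603 with an unadjusted p under 0.05), without WT arsenite replicate 1 alone it was 4, and without WT hydrogen peroxide replicate 2 alone, a fit that keeps WT arsenite replicate 1, it was 988. The smallest adjusted p was that of *MAT2A*, named after its values were seen, with a difference of 0.59 in log2 fold change (adjusted p = 3.02e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1.44e-05 with the offset for length and GC content). Several offsets were tried on this result, with 348 genes for length, 544 for GC content and 515 for both. Since 233 genes were called both without and with the offset for both, these trends are not the whole cause. Splits of the remaining libraries gave as many genes in 3 of 100 cases, with up to 396. A response of another overall size in WT cells may underlie it. The slopes of the other 2 WT arsenite libraries on the mean response were 0.954 and 0.969 (mean 0.962). They lie just below the range of the other lines, from 0.981 to 1.01. Whether that follows from WT TXNL1, from its degradation or from a difference between 2 lines stays open.

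In the same fit without both libraries, the difference of *TXNL1* across the lines had an adjusted p of 0.00496 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0.0506 with the offset for length and GC content, and up to 1.00 over its alternatives). Between WT and vector cells it was -0.35 with an adjusted p of 0.0612 (0.344 with the offset, and up to 0.829 over its alternatives).

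Under hydrogen peroxide, *TXNL1* mRNA was 31.4 ± 0.746 CPM in vector, 55.4 ± 1.98 CPM in WT, 78.7 ± 3.20 CPM in D162R R234D and 61.5 ± 2.71 CPM in SxxS cells (SD, n = 3 each). Within the lines the log2 fold changes were 0.04, 0.03, 0.32 and 0.20, with adjusted p-values of 0.902, 0.793, 0.0017 and 0.0848 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Averaged over the lines it was 0.15 (adjusted p = 0.000616, up to 0.0686 over its alternatives). The difference between the lines did not pass the threshold with all libraries (adjusted p = 0.15), but it passed with DESeq2's test (0.0248) and without both outlying WT libraries (0.0259), and over its alternatives the adjusted p reached 0.907. *ATF4* mRNA was 697.9 ± 11.4, 876.8 ± 264, 696.3 ± 19.4 and 693.8 ± 19.5 CPM. Within the lines its log2 fold changes were 0.37, 0.75, 0.28 and 0.44, with adjusted p-values of 0.163, 0.000389, 0.396 and 0.0858 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so it was called in WT cells alone. There, replicate 2 had 1182 CPM against 727.9 and 720.9 CPM in the others, and without it the value was 0.47, and vector and SxxS cells passed the threshold as well. Averaged over the lines the change was 0.46 (adjusted p = 4.54e-06, up to 1.85e-05 over its alternatives), and 0.39 without that library. The difference between the lines did not pass the threshold (adjusted p = 0.618, 0.215 to 1.00 over its alternatives).

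For the other 4 of the 5 stress gene lists, the medians with arsenite were 0.74 for heat shock (7 of 12 higher, 1 lower), 0.15 for NRF2 targets (6 of 12 higher, 3 lower), 3.33 for the 3 metallothioneins tested (3 higher, 0 lower) and 0.32 for 32 proteasome subunits (29 higher, 1 lower). Adjusted over the list alone, 7 NRF2 targets were higher and the other numbers did not change. Without WT arsenite replicate 1 the medians were 0.64 for heat shock, 0.092 for NRF2 targets, 3.23 for metallothioneins and 0.29 for proteasome subunits. With hydrogen peroxide the medians were 0.29 for ATF4 targets (10 of 12 higher, 0 lower), 0.078 for heat shock (2 higher, 1 lower), 0.093 for NRF2 targets (3 higher, 0 lower), 0.30 for metallothioneins (1 higher, 0 lower) and 0.011 for proteasome subunits (0 higher, 1 lower). Adjusted over the list alone, 11, 3, 4, 2 and 0 were higher and 0, 1, 0, 0 and 1 lower. The proteasome median with hydrogen peroxide changed sign over the alternatives, from -0.052 to 0.038. No explanation was tested for these lists. With arsenite, the later lists had medians of -0.21 for G2/M genes (percentile 3.88 of random lists, 4 higher and 11 lower), -0.10 for S-phase genes (12.6) and -0.095 for p53 targets (31.6).

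Among genes marked in Fig. 2e for their proteins after 3 h, the mRNA changes with arsenite at 6 h, averaged over the lines, were 3.92 for *ZFAND2A*, 3.07 for *IP6K2*, 2.47 for *DUSP1*, 0.52 for *CDC25A*, 0.15 for *F5* (adjusted p = 0.606 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; -0.07 without WT arsenite replicate 3), -0.02 for *NUB1* (adjusted p = 0.367) and -0.11 for *USP1* (adjusted p = 0.0145). With a GC offset those of *NUB1* and *USP1* were 0.019 and 0.046. *PSMD1*, *PSMD4*, *PSMD14* and *PITHD1* rose by 0.65, 0.32, 0.52 and 0.39, each with an adjusted p of at most 0.00125 over the alternatives.

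Between complemented lines in untreated cells, the smallest adjusted p-values for WT against D162R R234D were those of *ASNS* (-0.46), *ENSG00000284707* (-0.46), *EMILIN2* (0.55), *LTBP4* (-0.49) and *INSIG1* (-0.33). Over the alternatives the adjusted p reached 0.544 for *LTBP4* and 0.22 for *INSIG1* in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and stayed under 0.05 for the other 3. *ASNS* and *ENSG00000284707* share exons, so that 1 change is likely counted in both, and among genes without exon overlap the lines differed by 2 genes. For WT against SxxS they were *ZNF503* (-0.57), *GARIN5A* (-1.45), *CBR1-AS1* (-0.57), *LRFN3* (-0.55) and *ENSG00000289001* (-0.60), with adjusted p-values of 0.00854 each in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which reached 0.115 to 0.149 over the alternatives. *ASNS*, *ENSG00000284707* and *EMILIN2* also differed between D162R R234D and SxxS (0.32, 0.32 and -0.39), the only 3 genes called there, and 0 were called without any one of the 6 libraries (627 to 944 with an unadjusted p under 0.05). In SxxS cells against WT, leaving out WT untreated replicate 2 or 3 or SxxS untreated replicate 2 left 0 genes (947, 1230 and 1105 with an unadjusted p under 0.05). Each variant is present in 1 line, and the origin of these differences was not tested.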
